# Neuroblastoma cells depend on HDAC11 for mitotic cell cycle progression and survival

**DOI:** 10.1038/cddis.2017.49

**Published:** 2017-03-02

**Authors:** Theresa M Thole, Marco Lodrini, Johannes Fabian, Jasmin Wuenschel, Sebastian Pfeil, Thomas Hielscher, Annette Kopp-Schneider, Ulrike Heinicke, Simone Fulda, Olaf Witt, Angelika Eggert, Matthias Fischer, Hedwig E Deubzer

## Abstract

The number of long-term survivors of high-risk neuroblastoma remains discouraging, with 10-year survival as low as 20%, despite decades of considerable international efforts to improve outcome. Major obstacles remain and include managing resistance to induction therapy, which causes tumor progression and early death in high-risk patients, and managing chemotherapy-resistant relapses, which can occur years after the initial diagnosis. Identifying and validating novel therapeutic targets is essential to improve treatment. Delineating and deciphering specific functions of single histone deacetylases in neuroblastoma may support development of targeted acetylome-modifying therapeutics for patients with molecularly defined high-risk neuroblastoma profiles. We show here that HDAC11 depletion in *MYCN*-driven neuroblastoma cell lines strongly induces cell death, mostly mediated by apoptotic programs. Genes necessary for mitotic cell cycle progression and cell division were most prominently enriched in at least two of three time points in whole-genome expression data combined from two cell systems, and all nine genes in these functional categories were strongly repressed, including *CENPA*, *KIF14*, *KIF23* and *RACGAP1*. Enforced expression of one selected candidate, *RACGAP1*, partially rescued the induction of apoptosis caused by HDAC11 depletion. High-level expression of all nine genes in primary neuroblastomas significantly correlated with unfavorable overall and event-free survival in patients, suggesting a role in mediating the more aggressive biological and clinical phenotype of these tumors. Our study identified a group of cell cycle-promoting genes regulated by HDAC11, being both predictors of unfavorable patient outcome and essential for tumor cell viability. The data indicate a significant role of HDAC11 for mitotic cell cycle progression and survival of *MYCN*-amplified neuroblastoma cells, and suggests that HDAC11 could be a valuable drug target.

Neuroblastoma, a neuroectodermally derived embryonic tumor and most common extracranial tumor of childhood, remains a major cause of cancer-related deaths in children, mostly due to systemic and resistant relapses.^1^ *MYCN* oncogene amplifications,^2, 3^ *TERT* activation by genomic rearrangements,^4, 5^ *ATRX* loss-of-function mutations/deletions^6^ and germline/somatic activating *ALK* mutations^7, 8, 9, 10^ define patient subgroups at high risk for failing primary long-term remission despite aggressive multimodal treatment. Treatment for relapsed neuroblastoma and even first-line therapy for molecularly defined high-risk disease is currently undergoing a paradigm shift from classical cytotoxic agent combinations toward incorporating targeted drugs and immunotherapeutics into treatment schedules. Developing how and when to combine these newer precise therapeutics with established treatment elements such as classical chemotherapy is challenging.

Drugs currently under clinical investigation for relapsed/refractory neuroblastoma patients include the mTOR inhibitor, rapamycin (NCT01467986), and the ALK inhibitors, crizotinib (NCT00939770, NCT02559778, NCT01606878, NCT02034981) and LDK378 (NCT01742286). The strong anti-tumoral activities of inhibitors for HDAC family members, AURKA, BET/bromodomain-containing proteins, MDM2, MAP2K1 (formerly MEK) and CDK4/6 observed in preclinical neuroblastoma models^11, 12, 13, 14, 15, 16^ suggest that further drugs will enter pediatric phase I testing in the near future. Inhibitors of class I or all classical histone deacetylases that are currently approved or being evaluated in clinical cancer trials in adults^17^ give rise to mostly hematological dose-limiting toxicities, presumably due to the inhibition of several family members. This could potentially be overcome by selective blockade of single HDAC family members.

Further advances in understanding the role of single histone deacetylases are a prerequisite to fully exploiting the level of plasticity that can be therapeutically addressed with this class of acetylome-modifying drugs. MYCN was shown to recruit HDAC1/2/3/5 to promoter sites to repress transcription in neuroblastoma cells,^18, 19, 20, 21^ whereas HDAC8 and HDAC10 inhibit differentiation and promote autophagy-mediated survival in a *MYCN*-independent manner.^22, 23^ Gao *et al.*^24^ identified and characterized *HDAC11* in 2002, the only class IV HDAC family member identified to date, which is located within the ~25 kb region of chromosome 3p25.1. Expression of the FLAG-tagged 347 amino acid open reading frame in human embryonic kidney 293 cells, demonstrated the protein primarily localizes to the nucleus and is capable of deacetylating a synthetic peptide derived from histone H4.^24^ Subsequent studies in recent years have shed light on the role of HDAC11 in health and disease.^25^ Here we aimed to assess the significance of HDAC11 expression for neuroblastoma biology, which is as yet unknown. We recently showed that HDAC11 plays an important role in controlling proliferation in several carcinoma cell lines.^26^ BE(2)-C and IMR-32 were chosen as representative cell lines for the high-risk neuroblastoma subtype characterized by *MYCN* amplification and loss of heterozygosity at chromosome 1p. The BE(2)-C cell line, established from a bone marrow metastasis after the patient had received 5 months of polychemotherapy,^27^ is hemizygous for *TP53*, with the remaining allele harboring a missense mutation at codon 135 that renders TP53 non-function and the cell line resistance to doxorubicin.^28^ IMR-32 cells harbor a partial *ALK* amplification, resulting in constitutive ALK activity leading to uncontrolled proliferation.^29^ We assessed the effect of HDAC11 depletion on phenotype in these two neuroblastoma cell models and performed whole-genome expression profiling to decipher the pathways triggering the HDAC11 depletion phenotype in neuroblastoma cells.

## Results

### HDAC11 depletion in neuroblastoma cells triggers cell death preceded by aberrant mitotic spindle assemblies

To decipher mechanisms controlled by HDAC11 in neuroblastoma cells, we assessed phenotypic appearance, intracellular adenosine triphosphate (ATP) content, and number of viable and dead cells following transient HDAC11 knockdown in BE(2)-C and IMR-32 cells. Two different siRNAs directed against *HDAC11* (Supplementary Table S1) were used to control unspecific and off-target effects. HDAC11 expression was reduced up to 95% on the mRNA level, as measured by qRT-PCR (Supplementary Table S2; Supplementary Figures S1a–b), and up to 85% on the protein level related by western blotting (Supplementary Figures S1c–d). Cell culture density was reduced by HDAC11 depletion, and detached single cells and clusters floated in the culture medium 96 h after transfection (Figure 1a), suggesting proliferative inhibition and cell death induction. Intracellular ATP content was quantified 96 h after transfection by the CellTiter-Glo assay. HDAC11 depletion diminished ATP content in BE(2)-C and IMR-32 cells by 59–93%, compared to cells transfected with negative controls (Figure 1b), indicating that loss of HDAC11 activity reduced metabolic activity. Consistent with this finding, semi-automated cell viability analysis based on trypan blue exclusion revealed a 63–86% reduction in the number of membrane-intact viable BE(2)-C or IMR-32 cells 96 h after HDAC11 depletion (Figure 1c), whereas the number of membrane-permeable dead cells increased by 1.8- to 4.5-fold (Figure 1d). Transient HDAC11 knockdown in the SH-SY5Y and SK-N-AS neuroblastoma cell lines, which lack *MYCN* amplification, diminished ATP content by 21–38% (Supplementary Figures S2a–b). Semi-automated analyses detected a 32–45% reduction in the number of viable SH-SY5Y or SK-N-AS cells 96 h after HDAC11 depletion and a 1.3- to 1.7-fold increase in the number of dead cells (Supplementary Figures S2c–d). We observed an apparent increase in mitotic BE(2)-C and IMR-32 cells using fluorescent microscopy of diamidino-2-phenylindole (DAPI)-stained adherently growing cells 48 h after HDAC11 depletion and prior to time points assessing cell death (Figure 1e). Quantifying the percentage of mitotic cells per microscopic field showed HDAC11 depletion increased mitotic BE(2)-C cells from 5% to 22–47% and mitotic IMR-32 cells from 4% to 12–16% (Figure 1f). Confocal microscopy of the DAPI-stained cells revealed aberrantly constituted mitotic spindle assemblies in HDAC11-depleted cells while negative controls harbored normal appearing mitotic spindle assemblies (Figure 1e). Ser10 of histone H3 is phosphorylated in mitotic cells, allowing direct quantification of mitotic cells. HDAC11 depletion increased phospho H3 (Ser10) levels by approximately three-fold in BE(2)-C and IMR-32 cells 48 h after siRNA transfection (Figure 1g), supporting the increase in mitotic cells observed microscopically. Fluorescence-activated cell sorting (FACS) of propidium iodide-stained BE(2)-C cells demonstrated an increase of cells in G2/M from 33 to 51% 48 h after HDAC11 depletion (Supplementary Figures S3a–e). Our results in neuroblastoma cell lines with and without *MYCN* amplifications collectively highlight the significance of HDAC11 expression for cellular viability, particularly in the presence of *MYCN* amplification. Taken together, our experiments show that HDAC11 depletion in neuroblastoma cells causes formation of aberrant mitotic spindle assemblies followed by increased cell death.

### HDAC11 depletion in neuroblastoma cells induces apoptosis

To test whether apoptosis was involved in the phenotype observed, we conducted caspase 3-like activity assays, PARP western blotting, quantification of cell surface phosphatidylserine expression and DNA fragmentation by FACS. The time–response kinetic investigating caspase 3-like activity 24–96 h after siRNA transfection in BE(2)-C cells demonstrated that HDAC11 depletion elicited an ~10-fold increase in caspase 3-like activity over negative controls at 72 h, reaching 11- to 23-fold at 96 h (Figure 2a). Caspase 3-like activity in IMR-32 was elevated up to 3.5-fold above negative controls (Figure 2b). Caspase 3 cleavage fragments were detected in BE(2)-C and IMR-32 cells by western blotting (Figures 2c and d). Caspase-mediated apoptosis involves cleavage of numerous substrates including PARP1, a nuclear enzyme involved in DNA repair. Western blotting detected increased cleavage to the 89-kDa PARP1 fragment 72 and 96 h after HDAC11 depletion (Figures 2c and d). To collect further evidence that HDAC11 depletion induces apoptosis, we analyzed the shift of phosphatidylserine from the inner to the outer plasma membrane leaflet during apoptosis using annexin V staining. Outer surface localization of phosphatidylserine increased by 1.6- to 3.5-fold in BE(2)-C and IMR-32 cells 72 h after siRNA transfection for HDAC11 depletion (Figure 2e; Supplementary Figure S4a). The percentage of cells with fragmented DNA (sub-G1 fraction) was determined by FACS analysis of propidium iodide-stained cells. HDAC11 depletion triggered a 2- to 3.2-fold increase in sub-G1 BE(2)-C and IMR-32 cells, reaching up to 62% 96 h after transfection (Figure 2f; Supplementary Figure S4b). To assess the contribution of apoptosis to the phenotype mediated by HDAC11 depletion, we combined treatment with the pan-caspase inhibitor, zVAD.fmk, with transfection of *HDAC11*-directed or negative control siRNA, then quantified the number of dead BE(2)-C and IMR-32 cells by semi-automated trypan blue staining. Stable inhibition of proteolysis by activated caspases substantially prevented cell death induction by HDAC11 depletion in BE(2)-C and IMR-32 cells (Figure 2g). The dependence of cell death induction on caspase activity, the confirmation of PARP1 cleavage, the increased cell surface localization of phosphatidylserine and the presence of DNA fragmentation in dead or dying cells strongly support a major involvement of the apoptotic machinery in the phenotype observed.

We compared the induction of caspase 3-like activity by HDAC11 depletion in BE(2)-C cells with that achieved by singly depleting HDAC1, HDAC2, HDAC3 or HDAC8 (Supplementary Figures 1e–h). While HDAC11 depletion resulted in an ~10-fold increase in caspase 3-like activity 72 h after transfection (compare Figure 2a with Figure 2h), caspase 3-like activity in BE(2)-C cells depleted for HDAC1, HDAC2 or HDAC8 was below five-fold of the respective controls and below 7.5-fold of controls for HDAC3-depleted cells (Figure 2h). Likewise, HDAC11 depletion induced caspase 3-like activity in IMR-32 cells more strongly than singly depleting HDAC1, HDAC2, HDAC3 or HDAC8 (Figure 2i). The strength of induction of caspase 3-like activity by HDAC11 depletion suggests that HDAC11 could be a valuable drug target for selective inhibition in concert with other targeted therapeutics.

### HDAC11 influences genes involved in mitotic cell cycle progression and cell division

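BE(2)-C and IMR-32 neuroblastoma cells transfected with HDAC11 siRNA no. 1, HDAC11 siRNA no. 2 or negative control no. 1 were profiled on 36 arrays, 18 per cell line. Each of the 18 groups of cell line, siRNA and time point held 2 replicates. The labels and the paper do not say whether replicates came from separate cultures, so each p-value here measures only the spread between these samples. The deposited values were bead signals as intensities on a linear scale, averaged per probe by the authors and not normalized. With each signal came a deposited p-value, the detection p of the probe on that array. The signals were quantile-normalized and log2-transformed, and limma compared the 6 arrays of each siRNA with the 6 control arrays of the same cell line at each time point and on average over the 3 time points. A probe counted as detected when its detection p was under 0.01 and its signal lay above the centre of the array's background. Of 47323 probes, 17094 to 19783 were detected per array (median 18743.5). The negative control, siRNA no. 1 and siRNA no. 2 arrays had medians of 17924, 18223 and 17605.5 detected probes in BE(2)-C cells and of 19310, 19309 and 18919.5 in IMR-32 cells. All 36 arrays correlated best with an array of their own cell line and siRNA, 24 of them with their own replicate.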

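HDAC11 is the class IV histone deacetylase at which both siRNAs were directed, and HDAC3 and SIRT1 are deacetylases of other classes. HDAC3 fell with siRNA no. 2 alone, by 0.52 on the log2 scale in BE(2)-C cells (standard error 0.08, adjusted p = 5.42e-05) and by 0.39 in IMR-32 cells (standard error 0.06, adjusted p = 1.24e-05). SIRT1 fell with siRNA no. 1 alone, by 1.06 in BE(2)-C cells (standard error 0.08, adjusted p = 7.34e-10) and by 0.60 in IMR-32 cells (standard error 0.06, adjusted p = 1.62e-09). The difference between the siRNAs itself passed the test for both genes in both cell lines. Without siRNA no. 1 replicate 2 at 48 h in IMR-32 cells, HDAC3 also passed the test with siRNA no. 1 there (log2 fold change -0.21, adjusted p = 0.0248, against -0.14 and adjusted p = 0.175 with that array). HDAC1 did not pass the test with either siRNA in either cell line. HDAC2 fell in IMR-32 cells with siRNA no. 1 by 0.27 (adjusted p = 4.63e-04, and 0.435 with its other probe). It rose in BE(2)-C cells with siRNA no. 2 by 0.22 (adjusted p = 0.0378), a call that ended with quantile normalization per cell line, with median scaling, with the series matrix values, with the replicate block within time points, with an intensity trend and a robust prior, with its other probe and without any of 9 arrays. HDAC8 rose there by 0.25 (adjusted p = 0.0158), a call that ended with median scaling and without negative control replicate 1 of 42 h. SIRT4, SIRT5, HDAC4 and HDAC6 are named after their values were seen. SIRT4 rose with siRNA no. 1 by 0.44 in BE(2)-C cells (adjusted p = 5.25e-05) and by 0.43 in IMR-32 cells (adjusted p = 1.16e-06). SIRT5 rose in IMR-32 cells with siRNA no. 1 by 0.54 (adjusted p = 2.01e-09) and fell there with siRNA no. 2 by 0.20 (adjusted p = 0.0224). HDAC6 rose in IMR-32 cells with siRNA no. 1 by 0.34 (adjusted p = 1.58e-05) and fell in BE(2)-C cells with siRNA no. 2 by 0.30 (adjusted p = 0.00810), and HDAC4 fell in BE(2)-C cells with siRNA no. 1 by 0.32 (adjusted p = 0.00221). These calls of the 4 genes held with median scaling, normexp background correction and the series matrix values. HDAC11 was read by 1 probe, which was detected on 2 of 12 control arrays, both of IMR-32 cells, and on 0 of 24 HDAC11 siRNA arrays. Its signal before normalization was 113 ± 12.2 (SD, 6 arrays) in BE(2)-C controls and 125 ± 10.6 in IMR-32 controls, against a mean background of 106 and 109. With siRNA no. 1 and no. 2, it was 110 ± 12.5 and 113 ± 17.1 in BE(2)-C cells and 113 ± 11.5 and 114 ± 10.1 in IMR-32 cells. The averaged log2 fold changes of HDAC11 were -0.07 (adjusted p = 0.641) and -0.03 (adjusted p = 0.925) in BE(2)-C cells and -0.09 (adjusted p = 0.425) and -0.08 (adjusted p = 0.596) in IMR-32 cells. No fall of HDAC11 passed the test, and at this signal over background the probe may not show one. The paper reports a fall of HDAC11 mRNA by qRT-PCR in both cell lines. Of 18 histone deacetylases and sirtuins as a list, the medians did not differ from those of other genes in any of the 4 comparisons (camera, adjusted p = 0.485 to 0.878).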

To detect transcriptomic changes by HDAC11 depletion in a time-resolved manner, whole-genome expression profiles of BE(2)-C and IMR-32 cells were generated using Illumina Human Sentrix-12 BeadChip arrays 42, 48 and 54 h after transfection with the two different siRNAs targeting *HDAC11* or a negative control (compare with Figures 1,2). 

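G3BP2, an RNA-binding protein of stress granules, HMMR, which binds hyaluronan and spindle microtubules, and CDKN3, a phosphatase of cyclin-dependent kinases, fell with both siRNAs. H2BC5, a histone H2B gene, MKRN1, a ubiquitin ligase, and M6PR, which carries enzymes to lysosomes, rose with both siRNAs. Genes that rose in BE(2)-C cells also included SLC6A2, the noradrenaline transporter, and IL13RA2, an interleukin-13 receptor. In IMR-32 cells, the rise of CPEB1, a regulator of translation, and the fall of STC1, a secreted glycoprotein, were among the largest. Averaged over the time points in BE(2)-C cells, G3BP2 had log2 fold changes of -1.55 with siRNA no. 1 (standard error 0.07, adjusted p = 4.29e-13) and -1.97 with siRNA no. 2 (standard error 0.08, adjusted p = 8.84e-13). Those of SLC6A2 were 1.37 (standard error 0.07, adjusted p = 1.05e-12) and 0.68 (standard error 0.09, adjusted p = 7.42e-06). In IMR-32 cells, H2BC5 had log2 fold changes of 2.62 (standard error 0.06, adjusted p = 8.36e-26) and 0.58 (standard error 0.06, adjusted p = 1.05e-08), and CPEB1 of 0.73 and 0.74. For each of these genes, the 12 HDAC11 siRNA arrays of that cell line all lay on the same side of the control mean of their time point. CPEB1 was not detected in BE(2)-C cells, nor IL13RA2 in IMR-32 cells.

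A gene counted as regulated when 1 of its probes passed limma's test, at an adjusted p under 0.05 and in the same direction, at 2 or more time points with each siRNA. This held for 95 higher and 108 lower genes in BE(2)-C cells and for 53 higher and 98 lower genes in IMR-32 cells. Counted as probes, 116 were higher and 141 lower in BE(2)-C cells, and 61 were higher and 119 lower in IMR-32 cells. Taken alone, siRNA no. 1 moved 1268 genes higher and 1234 lower at 2 or more time points in BE(2)-C cells, and siRNA no. 2 moved 250 higher and 406 lower. In IMR-32 cells, these counts were 1200 and 1173 with siRNA no. 1 and 248 and 376 with siRNA no. 2. With median scaling in place of quantile normalization, 46 genes were higher and 140 lower in BE(2)-C cells (24.7% higher, against 46.8%), and 24 were higher and 60 lower in IMR-32 cells. With normexp background correction, 10 were higher and 21 lower in BE(2)-C cells (32.3% higher) and 10 higher and 10 lower in IMR-32 cells (50% higher, against 35.1%). At an adjusted p under 0.01, 38 genes were higher and 47 lower in BE(2)-C cells and 25 and 48 in IMR-32 cells, and at all 3 time points, 46 and 48 and 23 and 38. In IMR-32 cells, 88 genes were higher when dim probes were left out (detection p under 0.01) and 85 with an intensity trend and a robust prior. When each array was left out in BE(2)-C cells, leaving out a negative control array of 48 h gave 60 higher and 67 lower genes (replicate 1) or 56 and 61 (replicate 2), and leaving out siRNA no. 2 at 48 h, replicate 2, gave 68 lower. In IMR-32 cells, leaving out negative control replicate 2 at 54 h gave 34 higher genes, and leaving out a 48 h array gave 57 (negative control replicate 1) or 65 lower genes (negative control replicate 2, or siRNA no. 2 replicate 1).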

In total, 259 genes were regulated (120 up and 139 down) by HDAC11 depletion in BE(2)-C, and 167 genes were regulated (57 up and 110 down) by HDAC11 depletion in IMR-32 cells (Supplementary Information). Genes differentially expressed relative to controls at two or more time points in both cell lines (*P*<0.05) after HDAC11 depletion were included in gene ontology (GO) analyses. This approach identified 20 enriched biological process terms in BE(2)-C cells and 18 in IMR-32 cells, of which six overlapped in both cell models (Figure 3). 

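CENPA, the histone H3 variant that marks centromeres, and NECAP1, a protein of clathrin-coated vesicles, were among genes regulated in the same direction by both siRNAs in both cell lines, CENPA lower and NECAP1 higher. Others moved apart with the siRNAs. CDKN1A, the cell cycle inhibitor p21, fell with siRNA no. 1 and rose in IMR-32 cells with siRNA no. 2, with log2 fold changes of -1.16 (standard error 0.06, adjusted p = 1.76e-15) and 1.27 (standard error 0.06, adjusted p = 5.97e-16). DCX, a microtubule-associated protein of migrating neurons, rose by 1.25 in IMR-32 cells with siRNA no. 1 (adjusted p = 8.03e-17) and fell by 0.53 with siRNA no. 2 (adjusted p = 6.93e-08). GMNN, an inhibitor of replication licensing, fell with siRNA no. 1 alone, by 1.95 in BE(2)-C cells and by 1.34 in IMR-32 cells. Across probes, which are not independent replicates, the averaged log2 fold changes of siRNA no. 1 in BE(2)-C and in IMR-32 cells correlated with r = 0.610 and those of siRNA no. 2 with r = 0.519. Across siRNAs and cell lines, r was 0.0205 and 0.0484. Of the regulated genes, 121 of 203 in BE(2)-C cells and 84 of 151 in IMR-32 cells differed between the siRNAs in limma's direct contrast at an adjusted p under 0.05.

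**Figure D1:**
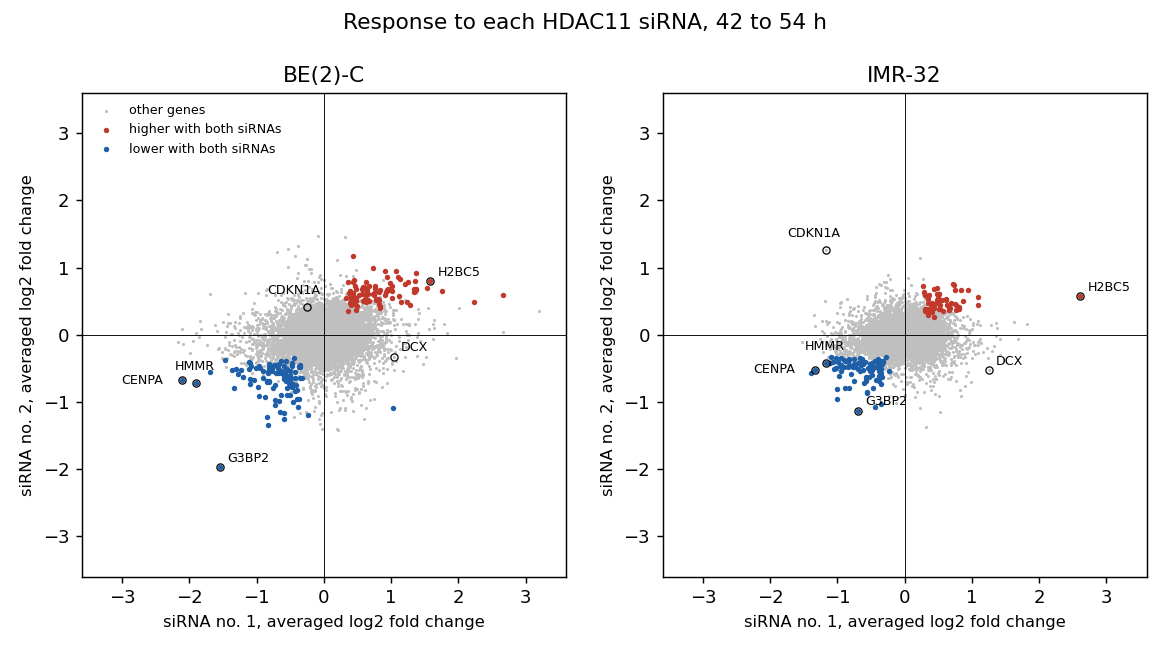
Averaged log2 fold changes against the negative control, siRNA no. 1 on the x axis and siRNA no. 2 on the y axis, of the 11789 genes detected in BE(2)-C cells (left) and the 12147 in IMR-32 cells (right), with genes regulated higher by both siRNAs in red, lower in blue and others in grey. CENPA, G3BP2 and HMMR lie lower with both siRNAs and H2BC5 higher, CDKN1A and DCX lie on opposite sides of 0, and the blue point at 1.03 and -1.09 in BE(2)-C cells is ARRB1, which was counted as lower through another of its probes.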

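KLHDC3, a kelch-repeat protein of a ubiquitin ligase, and CENPE, a kinetochore motor, were among 34 genes lower with both siRNAs in both cell lines, and HEATR1, needed for ribosomal RNA synthesis, and RNF149, a ubiquitin ligase, among 19 higher. No gene was regulated in opposite directions in the cell lines by limma's test. Independent lists of these sizes would share 0.251 higher and 0.528 lower of all genes tested, or 0.397 and 0.781 of those detected in both cell lines. Over 11808 genes detected in both cell lines, Fisher's exact test (two-sided) gave p = 4.82e-28 for the higher and p = 8.40e-49 for the lower genes. As the same siRNAs served both cell lines, independent lists were not to be expected. KLHDC3 had log2 fold changes of -0.60 and -1.25 in BE(2)-C cells and -0.57 and -0.86 in IMR-32 cells. Those of RNF149 were 1.10 and 0.86 in BE(2)-C cells and 0.84 and 0.66 in IMR-32 cells. With median scaling, 10 genes were higher and 22 lower in both cell lines, and with normexp background correction 1 and 2. At an adjusted p under 0.01, the counts were 7 and 13, and at all 3 time points 9 and 11. Without negative control replicate 2 at 48 h in BE(2)-C cells, 12 genes were higher in both cell lines, and without negative control replicate 1 at 48 h in IMR-32 cells, 19 were lower.

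Both siRNAs were compared with the same control arrays. In BE(2)-C cells, 1648 probes were higher and 1664 lower with siRNA no. 1, and 320 and 533 with siRNA no. 2, at 2 or more time points. Independent lists of these sizes would share 11.1 higher and 18.7 lower probes, and 95 probes were opposite, against 29.8. In IMR-32 cells, 1602 and 1628 probes with siRNA no. 1 and 305 and 471 with siRNA no. 2 would share 10.3 and 16.2 as independent lists, and 131 were opposite, against 26.4. In 20 simulations of unchanged groups sharing 1 set of controls, limma called 0 shared probes. As no probe was changed in them, they do not show how often shared controls add calls where a siRNA moves many probes. The averaged log2 fold changes of the siRNAs had a covariance across probes of 0.00706 in BE(2)-C cells, against 0.00258 simulated, and of 0.00237 in IMR-32 cells, against 0.00186. Their r was 0.207 and 0.113, against 0.501 in either simulation, where the shared controls were the only source of correlation. When each siRNA was compared with other control arrays, replicate 1 for siRNA no. 1 and replicate 2 for siRNA no. 2 or the reverse, r was 0.0775 and 0.0971 in BE(2)-C cells and 0.0247 and 0.00922 in IMR-32 cells. The shared probes were then 68 higher and 76 lower or 42 and 77 in BE(2)-C cells, against 6.76 and 11.4 or 4.75 and 9.58 for independent lists. In IMR-32 cells they were 16 and 28 or 15 and 24, against 1.65 and 3.69 or 1.97 and 3.68.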

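CDCA3 and UBE2C, which promote protein degradation at mitotic entry and exit, ESPL1, the protease that separates sister chromatids, and CENPF, a kinetochore protein, were regulated lower in BE(2)-C cells. HJURP, the chaperone of CENPA, and KIF20A, a kinesin of cytokinesis, were regulated lower in IMR-32 cells. SPC24, of the outer kinetochore, was regulated lower in both. In IMR-32 cells, MCM2, GINS2, GINS3 and RRM2, of DNA replication and nucleotide supply, were regulated lower too. As no gene ontology annotation was used here, lists of genes stood in for the terms. Of 54 G2/M phase genes, 9 were regulated lower in BE(2)-C cells (Fisher's exact test, one-sided, over genes with a detected probe, adjusted p = 6.03e-09) and 8 in IMR-32 cells (adjusted p = 3.63e-08). Of 31 genes of mitotic kinesins, spindle and cytokinesis, 6 (adjusted p = 1.13e-06) and 7 (adjusted p = 1.60e-08) were regulated lower. Of 47 genes of kinetochore and spindle checkpoint, 4 (adjusted p = 0.00275) and 5 (adjusted p = 1.31e-04) were, and of 45 genes of DNA replication, 0 and 4 (adjusted p = 0.00150). Of 31 genes of mitotic entry and exit, 2 and 1 were regulated lower (adjusted p = 0.0882 and 0.499), and of 40 S phase genes, 2 and 4 (adjusted p = 0.116 and 8.33e-04). Several of these lists hold genes of the 10 cell cycle genes, which the study chose on these samples. Without the 10 genes, an alternative chosen after the results were seen, 6 and 4 G2/M phase genes (adjusted p = 3.99e-05 and 0.00332) and 3 and 3 genes of mitotic kinesins, spindle and cytokinesis (adjusted p = 0.00824 and 0.00589) were regulated lower. The 2 and 2 genes of kinetochore and spindle checkpoint (adjusted p = 0.225 and 0.175) and the 0 and 2 S phase genes (adjusted p = 1 and 0.136) left then did not pass. CDCA3 had log2 fold changes of -0.96 and -0.92, and CENPF of -0.72 and -0.45, in BE(2)-C cells. In IMR-32 cells, those of HJURP were -0.98 and -0.40, and those of MCM2 were -0.98 and -0.61. SEC24A, of the coat of vesicles leaving the endoplasmic reticulum, rose in BE(2)-C cells. It was the only regulated gene in either cell line among 49 listed for protein transport (adjusted p = 1). The list covers vesicle coats, the translocon and adaptors. NECAP1 and M6PR, named above and outside this list, were regulated higher in both cell lines.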

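Genes of the G2/M phase and of the mitotic kinesins, spindle and cytokinesis were lower with each siRNA in each cell line, and more of them with siRNA no. 1. For both lists, the difference between the siRNAs, tested after the results were seen, passed camera's test. It no longer passed with an estimated correlation in place of camera's preset 0.01 (adjusted p = 0.0817 to 0.0970). Genes of kinetochore and spindle checkpoint and of mitotic entry and exit followed the same direction. Genes of protein transport moved both ways. Of the 54 G2/M phase genes, 46 were lower and 0 higher in BE(2)-C cells with siRNA no. 1 (46 lower when adjusted over the list alone), with a median log2 fold change of -0.50 (camera, adjusted p = 1.34e-27). With siRNA no. 2, 21 were lower and 2 higher (25 lower over the list alone), with a median of -0.14 (adjusted p = 7.25e-08). In IMR-32 cells, 50 were lower with siRNA no. 1 (52 over the list alone; median -0.74, adjusted p = 8.33e-51) and 32 were lower and 1 higher with siRNA no. 2 (37 lower over the list alone; median -0.25, adjusted p = 1.63e-18). Of 31 genes of mitotic kinesins, spindle and cytokinesis, 27 and 15 were lower in BE(2)-C cells (medians -0.50 and -0.23) and 29 and 21 in IMR-32 cells (medians -0.81 and -0.28). Adjusted over the list alone, these were 29, 17, 30 and 23. The calls of these lists held with an estimated correlation in place of camera's preset 0.01, with adjusted p = 0.0130 to 0.0408, and without the 10 cell cycle genes, an alternative chosen after the results were seen (adjusted p = 0.0198 to 0.0469 with an estimated correlation). Of 47 genes of kinetochore and spindle checkpoint, 39 and 12 were lower in BE(2)-C cells (medians -0.45 and -0.07) and 43 and 11 in IMR-32 cells (medians -0.70 and -0.09), and 41, 17, 43 and 15 adjusted over the list alone. With siRNA no. 2 in IMR-32 cells, the call of this list (adjusted p = 7.40e-05) ended with an estimated correlation (adjusted p = 0.0990), and in BE(2)-C cells with siRNA no. 2 it did so without the 10 cell cycle genes (adjusted p = 0.0347, and 0.132 with an estimated correlation). Of 31 genes of mitotic entry and exit, 24 and 9 were lower in BE(2)-C cells (medians -0.47 and -0.10) and 23 and 9 in IMR-32 cells (medians -0.61 and -0.12), and 24, 10, 25 and 14 adjusted over the list alone. In BE(2)-C cells with siRNA no. 2, the call of this list (adjusted p = 0.0381) ended as well (adjusted p = 0.0893 with an estimated correlation). It also ended with normexp background correction (adjusted p = 0.0777), without dim probes, and without any of 5 arrays, siRNA no. 2 at 42 h replicate 2, 48 h replicate 2 or 54 h replicate 1 and the negative control at 48 h replicate 1 or 54 h replicate 2 (medians -0.12 to -0.09).

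Of the 49 genes of protein transport, 14 were higher and 6 lower in BE(2)-C cells with siRNA no. 1, and 7 and 7 with siRNA no. 2. In IMR-32 cells, 9 were higher and 6 lower with siRNA no. 1, and 4 and 2 with siRNA no. 2. Adjusted over the list alone, 14, 7, 11 and 5 were higher. The medians were 0.09, 0.01, -0.02 and 0.01, and no comparison passed camera's test (adjusted p = 0.118, 0.843, 0.926 and 0.711). In BE(2)-C cells with siRNA no. 1, fry, which tests whether the list moved on balance one way, passed (adjusted p = 0.00385). The 48 small GTPases and their regulators were lower with siRNA no. 2, 13 of them in BE(2)-C cells (median -0.07, adjusted p = 3.82e-04, and 0.0288 with an estimated correlation) and 10 in IMR-32 cells (median -0.05, adjusted p = 0.00502, and 0.129 with an estimated correlation). Adjusted over the list alone, these were 18 and 13. With siRNA no. 1, 14 were higher and 11 lower in BE(2)-C cells (adjusted p = 0.635) and 9 and 11 in IMR-32 cells (adjusted p = 0.620), while fry gave adjusted p = 0.00658 and 0.0383, with means of -0.03 and medians of -0.02 and 0.00. SEC24A had log2 fold changes of 0.62 (standard error 0.07, adjusted p = 7.70e-07) and 0.52 (standard error 0.07, adjusted p = 2.43e-05) in BE(2)-C cells.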

Biological processes enriched in both cell lines included M-phase of mitotic cell cycle, mitotic cell cycle, cell cycle, cell division, protein transport and small GTPase-mediated signal transduction. Finding four biological function terms related to cell cycle and mitosis in the unbiased analysis of expression in time course from both cell lines coupled with our detecting cells accumulating in mitosis then undergoing apoptosis following HDAC11 depletion prompted us to focus on genes related to the terms, cell cycle and mitosis. 

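MCL1, which protects cells from apoptosis, rose in BE(2)-C cells with siRNA no. 1 by 0.27 (adjusted p = 0.00542, and 0.0605 with its other probe) and with siRNA no. 2 by 0.45 (standard error 0.08, adjusted p = 7.15e-04). In IMR-32 cells, MCL1 rose with siRNA no. 2 by 0.22 (adjusted p = 0.0112), a call that ended with median scaling, with normexp background correction and without negative control replicate 2 of 42 h or siRNA no. 2 replicate 1 of 54 h, and it did not pass with siRNA no. 1 (adjusted p = 0.354). HRK, which promotes apoptosis, rose there with siRNA no. 1 by 0.74 (standard error 0.08, adjusted p = 7.50e-08) and was detected on 2 of 6 control arrays. BIRC5, the mitotic protein survivin, fell with siRNA no. 1 alone, by 0.54 in BE(2)-C cells and by 0.84 in IMR-32 cells. RPA2, which binds single-stranded DNA in replication, fell with siRNA no. 1 alone as well, by 1.83 in BE(2)-C cells and by 1.23 in IMR-32 cells. Of 35 apoptosis genes, 6, 3, 4 and 4 were higher and 4, 2, 5 and 2 lower with siRNA no. 1 and no. 2 in BE(2)-C and then IMR-32 cells, and camera called the list in none of these comparisons (adjusted p = 0.340 to 0.926). Adjusted over the list alone, 7, 3, 5 and 4 were higher. Of 40 S phase genes, 31 were lower in BE(2)-C cells with siRNA no. 1 (median -0.64, adjusted p = 3.92e-23) and 36 in IMR-32 cells (median -0.84, adjusted p = 7.81e-38). With siRNA no. 2, 11 were lower in IMR-32 cells (median -0.11, adjusted p = 1.09e-04) and 7 in BE(2)-C cells (median -0.05, adjusted p = 0.0366). Adjusted over the list alone, 35, 36, 15 and 11 were lower in this order. This call in BE(2)-C cells ended with an estimated correlation (adjusted p = 0.166), with normexp background correction (adjusted p = 0.0735), without dim probes (adjusted p = 0.0786) and with the other probe of a gene (adjusted p = 0.0874), and without the 10 cell cycle genes, chosen after the results were seen (median -0.04, adjusted p = 0.241). It also ended without any of 5 arrays: siRNA no. 2 at 42 h replicate 1 (median -0.03), 48 h replicate 1 (-0.02) or 54 h replicate 1 (-0.03), and the negative control at 48 h replicate 2 (-0.04) or 54 h replicate 1 (-0.04). The 45 genes of DNA replication were lower in BE(2)-C cells with siRNA no. 1 (median -0.54, adjusted p = 7.56e-26) and with siRNA no. 1 and no. 2 in IMR-32 cells (medians -0.75 and -0.11, adjusted p = 3.61e-41 and 4.70e-05), but not in BE(2)-C cells with siRNA no. 2 (median -0.06, adjusted p = 0.0609). This last comparison passed with median scaling (median -0.10, adjusted p = 0.0166) and without the negative control at 42 h replicate 1 or 54 h replicate 2 or siRNA no. 2 at 42 h replicate 2 or 54 h replicate 2 (medians -0.07 to -0.05).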

In total, 21 and 20 genes representing these terms were regulated in BE(2)-C and IMR-32 cells, respectively (Figure 3), with 10 genes being regulated in both cell lines (Figures 3,4a). 

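CENPA, CENPE, KIF14, KIF23, DLGAP5, RACGAP1 and MAD2L1 act in chromosome segregation and cytokinesis, CCNE1 is a cyclin of the G1/S transition, and NASP and UHRF1 act on histones and on DNA methylation. On average over the time points, all 10 fell with each siRNA in each cell line (10 of 10 also adjusted over the list alone, which is not independent evidence, since the study chose these genes on these samples). The averaged signal with siRNA no. 1 was 0.232 to 0.848 times that of the control in BE(2)-C cells (median 0.629) and 0.396 to 0.620 times in IMR-32 cells (median 0.551). With siRNA no. 2, it was 0.396 to 0.695 times (median 0.614) and 0.516 to 0.786 times (median 0.723). CENPA fell most in BE(2)-C cells with siRNA no. 1, with a log2 fold change of -2.11 (standard error 0.09, adjusted p = 7.55e-14), against -0.68 with siRNA no. 2 (standard error 0.07, adjusted p = 7.23e-07). A second probe of CENPA had -1.25 and -0.52 there. CCNE1 had log2 fold changes of -0.83 (standard error 0.07, adjusted p = 3.33e-09) and -1.34 (standard error 0.09, adjusted p = 4.73e-10), while a second probe of CCNE1, detected on 4 arrays of each cell line, passed the test in no comparison. UHRF1 had log2 fold changes of -0.24 (standard error 0.07, adjusted p = 0.0116) and -1.19 (standard error 0.08, adjusted p = 7.73e-10) in BE(2)-C cells, the first no longer past the threshold with normexp background correction (adjusted p = 0.0606). It was -0.21 without siRNA no. 1 replicate 2 at 42 h or replicate 2 at 54 h and then did not pass the test. In IMR-32 cells, UHRF1 fell by 1.01 and by 0.96. The siRNAs differed for 9 of the 10 genes in BE(2)-C cells, 4 lower with siRNA no. 1 and 5 with siRNA no. 2, and for 8 in IMR-32 cells, all lower with siRNA no. 1.

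By the count over 2 or more time points, 8 of the 10 genes were regulated in BE(2)-C cells and 10 of 10 in IMR-32 cells. KIF23 passed the test in BE(2)-C cells at 1 time point with siRNA no. 1, and MAD2L1 at 1 time point with each siRNA. Their averaged log2 fold changes there were -0.42 and -0.69 for KIF23 and -0.50 and -0.67 for MAD2L1. A second probe of KIF23 had log2 fold changes of -0.11 (adjusted p = 0.414) and -0.38 in BE(2)-C cells, and a second probe of MAD2L1 had -0.28 and -0.39. In IMR-32 cells, these second probes passed the test with siRNA no. 1 (-0.18 and -0.38) but not with siRNA no. 2, at -0.12 for KIF23 (adjusted p = 0.277) and -0.05 for MAD2L1 (adjusted p = 0.810). A second probe of UHRF1 did not pass in BE(2)-C cells with siRNA no. 1 (-0.23, adjusted p = 0.0843). With normexp background correction, 2 of the 10 were regulated in each cell line and 0 in both, and with median scaling 4 in IMR-32 cells and 2 in both. At an adjusted p under 0.01, 5 were regulated in each cell line, and at all 3 time points 5 and 4, with 2 in both cell lines each time. Without a negative control array of 48 h in BE(2)-C cells, replicate 1 or replicate 2, 5 were regulated there and 5 in both cell lines. Without the negative control replicate 1, siRNA no. 2 replicate 1 or siRNA no. 2 replicate 2 of 48 h in IMR-32 cells, 5 were regulated there and 4 in both cell lines.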

Downregulation was confirmed for 9 (*CCNE1*, *CENPA*, *CENPE*, *DLGAP5*, *KIF14*, *KIF23*, *MAD2L1*, *RACGAP1* and *UHRF1*) of the 10 genes using qRT-PCR (Figure 4b, exemplarily shown for 48 h). Taken together, the HDAC11 depletion phenotype characterized by cell accumulation in mitosis and aberrant spindle assembly formation is associated with downregulation of genes required for mitotic cell cycle progression in neuroblastoma cells.

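SPC24, HMMR, UBE2C and KIF20A, which act in mitosis and are not among the 10 genes, fell with both siRNAs in both cell lines, while AURKA did not fall with siRNA no. 2. SPC24, of the kinetochore complex that binds microtubules, had log2 fold changes of -0.67 (standard error 0.08, adjusted p = 3.84e-07) and -0.99 (standard error 0.07, adjusted p = 6.15e-09) in BE(2)-C cells. In IMR-32 cells, they were -1.01 (standard error 0.07, adjusted p = 2.75e-13) and -0.81 (standard error 0.06, adjusted p = 8.33e-12). HMMR, which helps to assemble the spindle, fell by 1.90 (standard error 0.08, adjusted p = 3.59e-14) and by 0.72 (standard error 0.07, adjusted p = 1.07e-07) in BE(2)-C cells and by 1.16 and 0.42 in IMR-32 cells. UBE2C, which serves the anaphase-promoting complex, fell by 0.82 and 0.53 in BE(2)-C cells and by 0.90 and 0.28 in IMR-32 cells, but counted as regulated in BE(2)-C cells alone. KIF20A fell by 0.90 and 0.48 in IMR-32 cells and by 0.51 and 0.37 in BE(2)-C cells, and counted as regulated in IMR-32 cells alone. AURKA, a kinase of spindle poles, fell with siRNA no. 1 by 0.80 in BE(2)-C cells (adjusted p = 2.20e-09) and by 0.83 in IMR-32 cells (adjusted p = 7.10e-13). With siRNA no. 2, AURKA rose by 0.30 in BE(2)-C cells (adjusted p = 0.00317) and did not pass the test in IMR-32 cells (log2 fold change 0.11, adjusted p = 0.305). The paper reports lower expression of genes needed for mitotic progression on the arrays and, for all of the 10 but NASP, by qRT-PCR. It sets this beside the accumulation of cells in mitosis and the aberrant spindles it describes. From these, the paper concludes that the phenotype of HDAC11 depletion goes with downregulation of these genes. Its knockdowns of single genes and its RACGAP1 rescue come after this conclusion.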

We next turned to two independently existing whole-genome expression profiles from 476^30^ and 88^6^ primary neuroblastomas to investigate the correlation between overall and event-free survival in patients with tumors expressing *CCNE1*, *CENPA*, *CENPE*, *DLGAP5*, *KIF14*, *KIF23*, *MAD2L1*, *RACGAP1* or *UHRF1*. High-level expression of each single gene strongly correlated with unfavorable overall and event-free patient survival in the entire cohort and in the patient subgroup with tumors lacking *MYCN* amplifications (Table 1; Supplementary Table S3). No major differences in the expression of these genes were observed in the patient subgroup with tumors harboring *MYCN* amplifications (data not shown). High-level expression of each single gene also strongly correlated with the expression of each of the other seven genes except *CCNE1*, supporting the concept of a functionally linked gene group and suggesting a similar pattern of regulation (Supplementary Figure S5, exemplarily shown for the Oberthuer cohort^30^). We also assessed expression of the nine genes in high-risk neuroblastomas (as defined by INRG staging^31^) with (*n*=67) and without (*n*=77) *MYCN* amplifications in the Kocak tumor cohort.^30^ High-level expression of the 9-gene group was correlated (*P*=2.08^e^^−08^) with *MYCN* amplification. Neuroblastomas with unfavorable biology and associated dismal patient outcome strongly express this 9-gene group associated with cell cycle progression.

### Counteracting RACGAP1 downregulation partially rescues caspase 3 induction by HDAC11 depletion

We aimed to test whether enforced expression of one of the 9-gene group downregulated by HDAC11 depletion should partially rescue the cell death phenotype. Both a medium-throughput CellTiter-Glo assay measuring ATP content and a medium-throughput CaspGlo assay were performed in BE(2)-C and IMR-32 cells after depletion of each of the nine genes to identify the most suitable for the rescue experiment. RNAi targeting the nine genes, each with two different siRNAs, reduced ATP content in BE(2)-C cells by at least 40% and up to 95% 96 h after transfection (Figure 5a). ATP content in IMR-32 cells was diminished by at least 55% and up to 95% after knockdown of *CCNE1*, *CENPA*, *CENPE*, *KIF14*, *KIF23* or *RACGAP1*, whereas targeting *DLGAP5*, *MAD2L1* or *UHRF1* did not largely shift ATP content (Figure 5b). Caspase 3-like induction was assessed in cells 72 h after knockdown of those genes which significantly influenced cellular ATP in both cell lines. In BE(2)-C cells, *KIF14* or *RACGAP1* knockdown caused a 4.5- to 7.7-fold induction of caspase 3-like activity (Figure 5c). In IMR-32 cells, caspase 3-like activity was triggered 6.5- to 18.2-fold by siRNA-mediated knockdown of *CENPE*, *KIF23* or *RACGAP1* (Figure 5d), and *RACGAP1* was identified as the most suitable gene for rescue experiments. Plasmid-mediated, enforced *RACGAP1* expression to counteract *RACGAP1* downregulation by HDAC11 depletion (Supplementary Figures 6a–c) significantly reduced (*P*<0.01) induction of caspase 3-like activity, decreased the number of membrane-permeable dead BE(2)-C cells and enhanced the number of viable BE(2)-C cells compared to HDAC11-depleted BE(2)-C cells transfected with the LacZ expression plasmid (Figures 5e–g), demonstrating the involvement of *RACGAP1* downregulation in the HDAC11 depletion phenotype.

## Discussion

Our studies unravel a critical role for HDAC11 in cell cycle progression and viability of *MYCN*-amplified neuroblastoma cells. We recently reported that *HDAC11* transcript levels are significantly higher in several carcinoma entities than corresponding healthy tissues.^26^ HDAC11 depletion was sufficient to inhibit metabolic activity and induce cell death in carcinoma cell lines while having no detectable effects on two different normal cell types, making HDAC11-inhibiting drugs highly interesting for programs searching for new targeted therapeutics to treat breast, colon, ovary and prostate cancers.^26^ These results suggest tumor selectivity and a relatively broad therapeutic window, which is important for the future development of small molecules selectively inhibiting HDAC11. Here we deepen the understanding of HDAC11 function in neuroblastoma. Broad-spectrum HDAC inhibitors have different effects on the cell cycle of transformed cells, including cell cycle arrests in both G1 and G2/M.^32^ As transformed cells frequently lack a functional G2 checkpoint, cancer cells arrested in G2/M frequently undergo apoptosis.^32^ Our observation that HDAC11-depleted neuroblastoma cells accumulate in G2/M, form aberrant spindle assemblies and subsequently undergo apoptosis suggest the effect elicited by pan-HDAC inhibition is at least in part mediated by targeting HDAC11.

On a molecular level, downregulation of a 9-gene group required for proper mitotic cell cycle progression was observed in an unbiased transcriptome-wide approach. Knockdown of these genes (*CCNE1*, *CENPA*, *CENPE*, *DLGAP5*, *KIF14*, *KIF23*, *MAD2L1*, *RACGAP1* and *UHRF1*) by siRNAs recapitulated the HDAC11 depletion phenotype, underlining their importance for mitosis. Counteracting downregulation of one of these genes, *RACGAP1*, partially rescued the programmed cell death phenotype observed. This supports the functional relevance of *RACGAP1* downregulation for the HDAC11 depletion phenotype. High-level mRNA expression of the nine genes correlated with unfavorable patient survival in two independent neuroblastoma cohorts as well as with *MYCN* amplification in primary high-risk neuroblastomas. Targeting rapid proliferation in *MYCN-*amplified neuroblastoma cells by downregulating genes indispensable for cell cycle progression has previously been shown to elicit cell cycle arrest and cell death, and is considered a promising strategy to block the oncogenic effect of *MYCN* amplification on cell cycle.^33^ The strong phenotype produced by HDAC11 depletion in *MYCN*-amplified neuroblastoma cell lines supports this approach.

A review of the literature solidifies the importance of the nine genes downregulated by HDAC11 depletion for proper cell cycle progression and division, but also reveals associations with other hallmarks of cancer. Enforced MYCN expression in SH-EP cells triggers transcriptional activation of cyclin E1 (*CCNE1*), and high-level *CCNE1* expression correlates with *MYCN* amplification in primary neuroblastomas.^34^ Ubiquitin like with PHD and ring finger domains 1 (UHRF1) encodes a member of a subfamily of RING finger type E3 ubiquitin ligases that is required for inheriting methylation during S-phase.^35^ Centromere protein A (CENPA) is a histone H3 variant that epigenetically marks where a centromere will form, and creates a unique more open nucleosome structure allowing recruitment of CENPC and centrosome establishment.^36^ In fact, CENPC alone can trigger kinetochore assembly in defined templates *in vitro*.^37^ Although CENPA and CENPC are parts of the inner kinetochore,^38, 39^ centromere protein E (CENPE) is a kinesin-like motor protein strongly expressed in G2 and essential for chromosome alignment by connecting the outer kinetochore to the spindle microtubule.^40^ Several studies have established that CENPE knockdown causes G2 blockade, although cell fate following the G2 block appears to rely on other genes expressed in the cell.^41^ Serial transcriptomic analyses of pre-neoplastic ganglia and end-stage tumors in the TH-MYCN transgenic mouse model identified increased *CENPE* expression during tumor progression, and targeting CENPE with the GSK923295 small-molecule inhibitor reduced proliferation in human neuroblastoma cell lines and tumor growth in three xenograft models.^42^ DLG-associated protein 5 (DLGAP5) is part of a multicomponent complex and associates with microtubules, thus, mediating stabilization.^43^ Kinesin family member 14 (KIF14) encodes a member of the kinesin-3 superfamily of microtubule motor proteins that acts to bundle and stabilize midbody microtubules during cytokinesis.^44^ *KIF14* acts as an oncogene in many cancer entities, including esophageal squamous cell carcinoma,^45^ cervical and ovarian cancers,^46, 47^ gliomas,^48^ retinoblastoma,^49, 50^ glioblastoma,^51^ hepatocellular carcinoma,^52^ lung adenocarcinoma,^53^ laryngeal carcinoma,^54^ synovial carcinomas^55^ and papillary renal cell tumors.^56^ *KIF14* is present in the minimal region of chromosome 1q gain in breast cancer cell lines, is overexpressed in breast cancers and its expression positively correlates with tumor aggressiveness.^57, 58^ KIF14 not only drives cell proliferation, but has been shown to promote chemoresistance via AKT signaling in triple-negative breast cancer^59^ and enhance metastatic and invasive capacity during breast cancer progression via RAP1A-RADIL signaling inhibition.^60^ *KIF14* is also a key gene necessary for perineural invasion by pancreatic carcinoma.^61^ High-level *KIF14* expression has also been reported in cell lines derived from medulloblastomas.^62^ Together with the results we report here, these data show that *KIF14* hyperactivity resulting from direct genomic gain or gene upregulation via epigenetic or other mechanisms is associated with the most aggressive subgroups of not only adult cancers but most pediatric embryonal tumors. It is interesting to note that *KIF14* expression is associated with the more aggressive tumor types of all carcinoma types reported to be sensitive to HDAC11 inhibition.^26^ The MAD2 mitotic arrest deficient-like 1 protein (MAD2L1) is a component of the mitotic spindle assembly checkpoint that delays anaphase onset until all chromosomes are properly aligned at the metaphase plate.^63^ *KIF23* is part of the 157-gene signature for *MYCN* activity identified by shRNA-mediated *MYCN* silencing in neuroblastoma cells and confirmed by expression studies in 88 neuroblastomas.^64^ KIF23 and Rac GTPase activating protein 1 (RACGAP1) are highly expressed during G2/M.^65, 66^ RACGAP1 and KIF23 form the centralspindlin complex,^67^ a motor complex essential for virtually every step in cytokinesis including mitotic spindle formation and anchoring. Absence of either protein leads to failure of cytokinesis due to deficient central spindle assembly and contractile ring formation.^68^ The aberrant spindle assembly formation we observed in HDAC11-depleted neuroblastoma cells suggests that HDAC11 disrupts the complex machinery regulating these processes, likely via *KIF23*, *MAD2L1* and *RACGAP1*. High-level *RACGAP1* expression was also observed in different cancer entities.^69, 70, 71, 72^ The nine genes we show downregulated by HDAC11 depletion in G2/M-arrested neuroblastoma cells all play an important role in proper cell cycle progression and division, but some are also key players in cancer hallmarks associated with progression to more aggressive tumor phenotypes, including development of chemoresistance, metastases and invasive potential. HDAC11 may provide a druggable regulatory node to reduce many functions necessary for developing aggressiveness in multiple cancers affecting adults and children.

Our previous investigations unraveled specific and non-redundant oncogenic functions of HDAC2/3/5/8/10 in neuroblastoma pathophysiology.^19, 20, 23, 73, 74^ The clinical application of pan-HDAC inhibitors showed dose-limiting toxicities, which is not surprising considering the central role of HDACs in modulating chromatin structure and cytoplasmic processes such as autophagy. Selective inhibitors may improve anti-tumoral efficacy, and have already been successfully developed against single HDACs. HDAC11-selective inhibitors have as yet not been developed. Here we show that HDAC11 depletion in *MYCN-*amplified neuroblastoma cells triggers programmed cell death preceded by an accumulation of mitotic cells characterized by aberrant spindle assembly formation. On a molecular level, downregulation of a 9-gene group required for proper mitotic cell cycle progression was observed in an unbiased transcriptome-wide approach, and counteracting *RACGAP1* downregulation by HDAC11 depletion partially rescued the programmed cell death phenotype observed. The 9-gene group includes *KIF14*, a known oncogene associated with aggressive tumor qualities in many cancers, linking HDAC11 epigenetic regulation to the hallmarks of aggressive cancers. Taken together, our data illustrate an important role for HDAC11 in cell cycle progression and viability of *MYCN*-amplified neuroblastoma cells, and illuminates HDAC11 as a potential novel drug target for this subgroup of high-risk neuroblastomas.

## Materials and methods

### Cell culture and chemicals

The BE(2)-C and SK-N-AS neuroblastoma cell lines were obtained from ECACC (Salisbury, UK), and the IMR-32 and SH-SY5Y cell lines from the DSMZ (Braunschweig, Germany). Cell lines were monitored for infections by high-throughput multiplex cell contamination testing.^75^ Cell line authenticity was validated by high-throughput SNP-based assays.^76^ BE(2)-C, SK-N-AS, IMR-32 and SK-N-AS cell lines were cultured in DMEM (Lonza, Basel, Switzerland) supplemented with 10% FCS (Sigma-Aldrich, Hamburg, Germany) and 1% non-essential amino acids (NEAA; Lonza) at 37°C and 5% CO_2_. The broad range caspase inhibitor, zVAD.fmk (Bachem, Heidelberg, Germany), was directly added to the cell culture medium to obtain a final concentration of 20 μM, whereas controls were treated with DMSO.

### Microscopy

Living native cells were examined with an inverted widefield microscope (Olympus CKX41, Tokyo, Japan). Software Cell^B (Olympus) was used for the acquisition of microscopic images. Fixed, DAPI-labeled cells were viewed under both the Olympus CKX41 and a laser-scanning confocal microscope (Zeiss LSM700, Oberkochen, Germany) equipped with the ZEN 2012 blue edition software (Zeiss). Operators performing the quantification of DAPI-labeled mitotic cells were blinded to the treatment group. Positive cells were counted using the Cell^B software (Olympus) counting tool.

### Transfection of siRNAs and DNA plasmids

For knockdown experiments, cells were transiently transfected with 25 nM siRNA (Supplementary Table S1) using the HiPerFect method (Qiagen, Hilden, Germany) according to the manufacturer's directions. For plasmid transfection, the Effectene method (Qiagen) was used according to the manufacturer's manual. Applying the GATEWAY technology (Invitrogen, Carlsbad, CA, USA), the *RACGAP1* complementary DNA (cDNA) sequence (EU176264) was cloned from the pENTR221 vector into the destination vector pT-REx-DEST30. The empty pT-REx-DEST30 vector and the LacZ expression vector, pT-REx/GW30/LacZ (Invitrogen), served as controls. For the expression of Myc-tagged HDAC11, the MYC tag sequence (MEQKLISEEDL) was N-terminally inserted into the expression vector pcDNA3.1 carrying the wild-type *HDAC11* sequence.^19^ The correct sequences of all inserts were verified by DNA sequencing (GATC, Konstanz, Germany).

### RNA extraction, cDNA synthesis and qRT-PCR

Total RNA was isolated from BE(2)-C and IMR-32 cell lines using the RNeasy Mini Kit (Qiagen). The Thermo Scientific First-Strand cDNA Synthesis Kit (Thermo Scientific, Waltham, MA, USA) was used to transcribe cDNAs for qRT-PCR analysis. Relative gene expression was measured using SYBR Green Dye (Eurogentec, Cologne, Germany) on an ABI Prism 7500 thermal cycler (Perkin-Elmer Applied Biosystems, Weiterstadt, Germany). All primers used in qRT-PCR are listed in the Supplementary Table S2. Data were analyzed using Applied Biosystems 7500 software v2.0.5 (Thermo Scientific), and changes in gene expression were calculated using the ΔΔ*C*_t_ method.

### Western blotting

Western blots were performed as described^19, 77^ using the following antibodies: mouse monoclonal anti-*β*-actin (clone AC-15, Sigma-Aldrich, St. Louis, MO, USA), rabbit polyclonal anti-CASP3 (Cell Signaling, Danvers, MA, USA), mouse monoclonal anti-GAPDH (clone 6C5; Merck Millipore, Darmstadt, Germany), mouse monoclonal anti-HDAC1 (clone 10E2; Abcam, Cambridge, UK), mouse monoclonal anti-HDAC2 (clone 3F3; Abcam), rabbit polyclonal anti-HDAC3 (clone H-99; Santa Cruz Biotechnology, Dallas, TX, USA), rabbit polyclonal anti-HDAC8 (Abcam), mouse monoclonal anti-MYC tag (GeneTex, Irvine, CA, USA), mouse monoclonal anti-PARP (Cell Signaling), mouse monoclonal anti-phospho H3 (Ser10) (Cell Signaling), rabbit monoclonal anti-histone H3 (Cell Signaling) and rabbit polyclonal anti-RACGAP1 (Santa Cruz Biotechnology). Band density was analyzed using ImageJ 1.47p software (Wayne Rasband, National Institute of Health, Bethesda, MD, USA) on western blots, and results were normalized to the respective loading controls.

### Trypan blue exclusion and CellTiter-Glo assays

Cell number and viability were semi-automatically measured with the VI-CELL Cell Viability Analyzer (Beckman, Krefeld, Germany) based on the trypan blue exclusion method.^20^ The CellTiter-Glo luminescent cell viability assay (Promega, Fitchburg, WI, USA) was used according to the manufacturer's directions to measure the amount of intracellular ATP.

### Flow cytometry

Cell cycle distribution and DNA fragmentation was determined on a FACS Calibur flow cytometer (BD Biosciences, Heidelberg, Germany) using the CellQuest Pro software (BD Biosciences) after cell nuclei were stained with propidium iodide.^19^ The FITC Annexin V Apoptosis Detection Kit I (BD Pharmingen, Heidelberg, Germany) was used to quantify phosphatidylserine at the outer cell membrane.

### Caspase activity assay

Cells were seeded, treated as indicated, collected with supernatant and lysed in cell lysis buffer (Biovision, Mountain View, CA, USA) for 10 min on ice. Protein concentrations were normalized using the Pierce assay. Thereafter, reaction buffer (MBL International, Woburn, MA, USA) and AFC-labeled caspase 3-specific peptide, DEVD (Biomol, Hamburg, Germany), were added. Caspase 3-like activity was measured at 37 °C in black 96-well plates using a fluorescence plate reader with a 380 nm excitation filter and a 530 nm emission filter.^19^ The Caspase Glo 3/7 assay (Promega) facilitating direct measurements without cell harvest and lysis was used for medium-throughput analyses, and results were normalized to the amount of intracellular ATP measured by the CellTiter-Glo assay.

### Probe labeling, Illumina Sentrix BeadChip array hybridization and microarray scanning

RNA isolated from cell lines as described above was resuspended in TE buffer and eluted in water. Quality of total RNA was checked by gel analysis using the total RNA NanoChip Assay on an Agilent 2100 Bioanalyzer (Agilent Technologies GmbH, Berlin, Germany). Samples with RNA indices >8.5 were selected for expression profiling. RNA concentrations were determined with a NanoDrop spectrophotometer (NanoDrop Technologies, Wilmington, DE, USA). Biotin-labeled cRNA samples were prepared for hybridization on Illumina Human Sentrix-12 BeadChip arrays (Illumina Inc., San Diego, CA, USA) according to the sample labeling procedure recommended by Illumina with minor modifications.^78^ In brief, 250 ng total RNA was used for cDNA synthesis, followed by an amplification and labeling step to synthesize biotin-labeled cRNA according to the Illumina TotalPrep RNA Amplification Kit (Life Technologies, Carlsbad, CA, USA). The cRNA was column-purified with the TotalPrep RNA Amplification Kit and eluted in 60 *μ*l of water. The cRNA quality was controlled with the RNA NanoChip Assay on an Agilent 2100 Bioanalyzer, and the cRNA content was spectrophotometrically quantified with a NanoDrop.

Hybridization was performed at 58°C in GEX-HCB buffer (Illumina Inc.) at a concentration of 100 ng cRNA/*μ*l, unsealed in a wet chamber for 20 h. Thereafter, mismatch control oligonucleotides, biotinylation control oligonucleotides and spike-in controls for low-, medium- and highly abundant RNAs were added. Microarrays were washed once in High Temp Wash buffer (Illumina Inc.) at 55°C and twice in E1BC buffer (Illumina Inc.) at room temperature for 5 min. In between, microarrays were washed with ethanol at room temperature. After blocking for 5 min in 4 ml of 1% (w/v) Blocker Casein in phosphate-buffered saline Hammarsten grade (Pierce Biotechnology Inc., Rockford, IL, USA), array signals were developed by a 10 min incubation in 2 ml of 1 *μ*g/ml Cy3-streptavidin solution (Amersham Biosciences, Buckinghamshire, UK) and 1% blocking solution. After a final wash in E1BC, microarrays were dried and scanned using an iScan array scanner. Data extraction was done for all beads individually. Outliers, identified as having >2.5 MAD (median absolute deviation), were removed. All remaining data points were used for the calculation of the mean average signal and S.D. for a given probe. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus^79^ and are accessible through GEO Series accession number GSE77080 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE77080).

### Statistical analysis

Microarray data obtained in duplicates were normalized using quantile normalization in the 'R programming language'. Quantile-normalized Illumina mRNA data were log_2_ transformed. Differentially expressed transcripts were identified for each *HDAC11* siRNA separately in comparison to the negative control transfection using the empirical Bayes approach as implemented in the Bioconductor package limma.^80^ Time points were tested globally using moderated F-statistics and individually using moderated *t*-statistics, both based on the same linear model. All *P*-values were adjusted for multiple testing using the Benjamini–Hochberg correction.^81^ Next, transcripts that showed a significant regulation at two or more time points in the same direction and no significant regulation in the opposite direction, were selected. The overlap of these selected transcripts from both siRNAs defined the primary list of regulated transcripts (hits). This analysis was performed separately for each cell line. GO terms were analyzed for over-representation and enrichment. First, hypergeometric tests were used to test for over-representation of GO terms within the hit list. Second, a gene set enrichment analysis was performed using the minimal F-statistics from both siRNA models as a global measurement of regulation. Taking the minimal moderated F-statistic value from both linear models can be considered a conservative approach because the lesser strength of regulation from both siRNAs is selected to represent the transcript, thus mimicking the requirement to show regulation in both siRNAs. In case multiple transcripts mapped to the same Entrez Gene ID, duplicates were removed for both analyses by using only the transcript that showed the strongest regulation to represent the gene. Again, *P*-values were adjusted for multiple testing using Benjamini–Hochberg correction.^81^ GO analyses were carried out for each cell line separately with the Bioconductor package HTSanalyzeR.^82^ GO terms showing both a significant over-representation and enrichment were selected for further investigation. All analyses were carried out using R,^83^ and all tests were two-sided.

Effects of HDAC11 depletion on phenotype compared to those of negative control siRNA transfection were analyzed by a mixed linear model with a fixed effect for HDAC11-depleted samples in comparison to negative control treated cultures and random intercept for each individual *HDAC11* or negative control siRNA using SAS PROC MIXED, SAS Version 9.2 (SAS Institute Inc., Cary, NC, USA). Comparison of qRT-PCR data was performed with a paired two-tailed *t*-test (GraphPad Prism version 5.01, GraphPad Software, Inc., La Jolla, CA, USA). *P*-values below 0.05 were considered statistically significant.

## Figures and Tables

**Figure 1:**
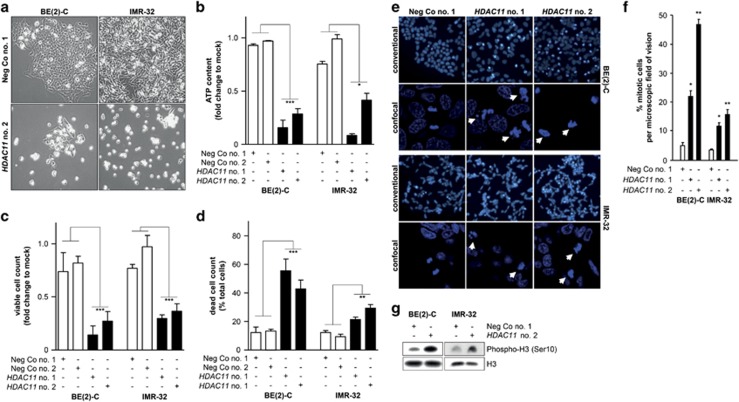
HDAC11 depletion in neuroblastoma cells causes aberrant mitosis and cell death. (**a**) Phase contrast microscopy pictures showing the phenotype of BE(2)-C and IMR-32 neuroblastoma cells 96 h after transfection with *HDAC11*- or negative control siRNA. Original magnification × 200. (**b**) Intracellular ATP content of BE(2)-C and IMR-32 cultures 96 h after transfection with *HDAC11*- or negative control siRNAs (mean fold change over mock-transfected cells±S.D. is shown, *n*=3). (**c** and **d**) Viable and dead BE(2)-C and IMR-32 cell count using a semi-automatic VI-CELL Cell Viability Analyzer 96 h after transfection with *HDAC11*- or negative control siRNAs. Mean fold change over viable mock-transfected cells±S.D. is shown in (**c**), *n*⩾3. Mean percentage of dead cells is shown in **d**, *n*⩾3. (**e**) Fluorescent microscopic and confocal images of DAPI-stained DNA in BE(2)-C and IMR-32 cells transfected with *HDAC11*- or negative control siRNA for 48 h. DAPI-stained cells were analyzed using the × 20 objective on a conventional widefield microscope and the × 63 objective on a confocal microscope. Arrowheads indicate aberrantly constituted mitotic spindle assemblies. (**f**) Quantification of the fluorescent microscopic images shown in **e**. At least 10 microscopic fields were evaluated per treatment group by two experimenters. (**g**) Western blot analysis of phospho Histone H3 (Ser10) expression 48 h after transfection of *HDAC11*- or negative control siRNA. Histone H3 served as loading control. *P<0.05; **P⩽0.01; ***P⩽0.001

**Figure 2:**
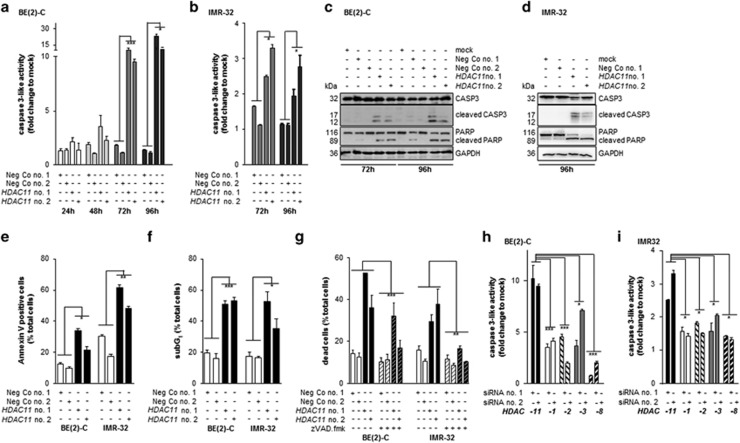
HDAC11 depletion in neuroblastoma cells triggers caspase activation and caspase-dependent apoptosis. (**a** and **b**) Caspase 3-like activity was measured in a caspase 3-like activity assay in time course 24–96 h after transfection of BE(2)-C and 72–96 h after transfection of IMR-32 cells with *HDAC11*- or negative control siRNAs (mean fold changes over mock±S.D., *n*=3). (**c** and **d**) CASP3 and PARP cleavage was analyzed by western blotting 72–96 h after transfection of BE(2)-C (**c**) and IMR-32 cells (**d**) with *HDAC11*- or negative control siRNAs. Shown are the full-length CASP3 (32 kDa) and poly (ADP-ribose) polymerase (PARP) proteins (116 kDa), and the active cleavage bands of CASP3 (17, 12 kDa) and PARP (89 kDa). GAPDH served as a loading control. (**e** and **f**) Early- and late-stage apoptosis was determined by staining of annexin V shifted to the outer plasma membrane 72 h after siRNA transfection (**e**; mean±S.D., *n*⩾5) and by quantifying DNA fragmentation in propidium iodide-stained nuclei at 96 h (**f**; mean±S.D., *n*=3). (**g**) BE(2)-C and IMR-32 cells were transfected with *HDAC11*- or negative control siRNAs and treated with 20 *μ*M zVAD.fmk or solvent control for 96 h. Shown is the mean percentage of dead cells±S.D. measured with a semi-automated VI-CELL Cell Viability Analyzer (*n*⩾3). (**h** and **i**) Comparison of caspase 3-like activity in BE(2)-C (**h**) and IMR-32 cells (**i**) transfected for 72 h with *HDAC11* siRNAs or siRNAs directed against the class I HDACs 1, 2, 3 or 8 (mean fold change over mock±S.D., *n*=3). *P<0.05; **P⩽0.01; ***P⩽0.001

**Figure 3:**
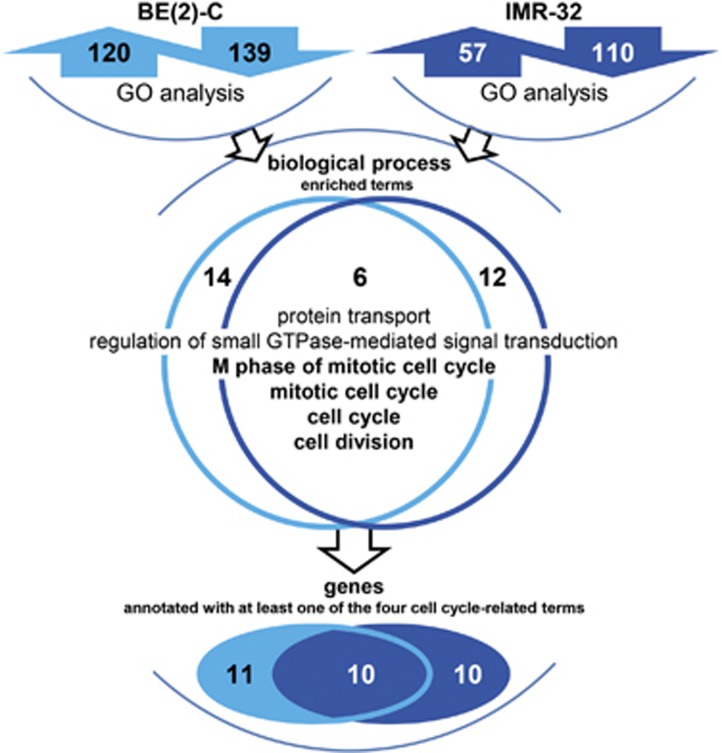
Schematic model showing an enrichment of biological function terms associated with cell cycle and cell division in a GO analysis of whole-genome gene expression data obtained in time course (42, 48, 54 h) from the BE(2)-C and IMR-32 cell systems transfected with negative control siRNA or two different *HDAC11*-specific siRNAs

**Figure 4:**
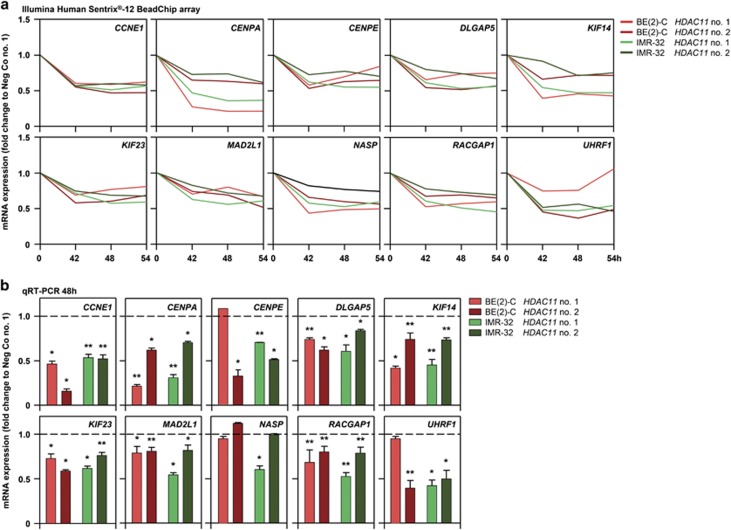
Expression of a group of genes related to the cell cycle and cell division following HDAC11 depletion in neuroblastoma cells. (**a**) Time course of mRNA expression of differentially regulated genes associated with the GO terms M-phase of mitotic cell cycle, mitotic cell cycle, cell cycle or cell division. BE(2)-C and IMR-32 cells were transfected with negative control siRNA or two different *HDAC11*-specific siRNAs for whole-genome expression analysis (42, 48, 54 h, *n*=2) Mean fold change over negative control siRNA is shown. (**b**) Validation experiments using qRT-PCR are shown for the 48 h time point (mean fold change over negative control siRNA±S.D., *n*⩾3). *P<0.05; **P⩽0.01

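With siRNA no. 1 in BE(2)-C cells, CENPA was at 0.276, 0.215 and 0.212 times the control at 42, 48 and 54 h, and in IMR-32 cells at 0.472, 0.361 and 0.365 times. KIF14, a kinesin of cytokinesis, was at 0.395, 0.457 and 0.421 times the control in BE(2)-C cells and at 0.544, 0.466 and 0.467 times in IMR-32 cells with this siRNA. In BE(2)-C cells with siRNA no. 2, CCNE1 was at 0.406, 0.341 and 0.448 times the control, and UHRF1 at 0.458, 0.373 and 0.491 times. In IMR-32 cells, UHRF1 was at 0.515, 0.567 and 0.469 times and CCNE1 at 0.564, 0.595 and 0.581 times. UHRF1 was an exception in BE(2)-C cells with siRNA no. 1, at 0.756 times the control at 42 h (adjusted p = 0.0302), 0.766 at 48 h (adjusted p = 0.0386) and 1.05 at 54 h (adjusted p = 0.850). Its call at 42 h ended with median scaling and without siRNA no. 1 replicate 2 or either control array of 42 h, its call at 48 h without any of the 4 arrays of 48 h, and both with normexp background correction and in 1 fit of 18 arrays. There, KIF23 was at 0.685 times the control at 42 h (adjusted p = 0.0108), 0.765 at 48 h (adjusted p = 0.0903) and 0.798 at 54 h (adjusted p = 0.167). The call of KIF23 at 42 h ended with median scaling, with normexp background correction and without siRNA no. 1 replicate 2 or either control array of 42 h, and its value at 48 h passed with the replicate block within time points and without siRNA no. 1 replicate 1 of 48 h. MAD2L1 was at 0.697 (adjusted p = 0.0543), 0.788 (adjusted p = 0.279) and 0.646 times (adjusted p = 0.0116). The value of MAD2L1 at 42 h passed with quantile normalization per cell line, without dim probes, with the series matrix values, in 1 fit of 18 arrays and with either replicate block (adjusted p = 0.0130 to 0.0493), and the values at 42 and 48 h passed without either control array of 54 h. Its call at 54 h ended with median scaling, with normexp background correction and without siRNA no. 1 replicate 2 or control replicate 1 of 54 h. With siRNA no. 2, MAD2L1 had log2 fold changes of -0.46 (adjusted p = 0.291), -0.56 (adjusted p = 0.131) and -1.0 (adjusted p = 0.00144, not called with normexp background correction or without siRNA no. 2 replicate 2 of 54 h), while KIF23 had -0.78, -0.73 and -0.56 (at 42 and 54 h not called with normexp background correction, and at 54 h not without siRNA no. 2 replicate 2 of 54 h). The value of MAD2L1 at 48 h with this siRNA passed with the replicate block within time points and without either control array of 54 h. In IMR-32 cells with siRNA no. 1, the log2 fold changes of RACGAP1 were -0.72, -0.97 and -1.13 and those of CENPE -0.60, -0.76 and -0.95. With siRNA no. 1 in BE(2)-C cells, CENPE did not pass at 54 h (0.831 times the control, adjusted p = 0.364), except without negative control replicate 1 of 54 h. NASP was lower with siRNA no. 1 in both cell lines, at 0.435, 0.486 and 0.486 times the control in BE(2)-C cells and at log2 fold changes of -0.81, -0.94 and -0.76 in IMR-32 cells. DLGAP5, a spindle protein, was at 0.538, 0.516 and 0.562 times in BE(2)-C cells with siRNA no. 2 and at 0.793, 0.743 and 0.675 times in IMR-32 cells. At 42 h in IMR-32 cells with siRNA no. 2, 6 of the 10 genes did not pass the test, KIF14 (0.910 times the control, adjusted p = 0.718), MAD2L1 (adjusted p = 0.309), NASP (adjusted p = 0.174), DLGAP5 (adjusted p = 0.0871), CENPE (adjusted p = 0.0702) and RACGAP1 (adjusted p = 0.0500). Of these, DLGAP5, CENPE and RACGAP1 passed with probes detected at p under 0.01 and with an intensity trend and a robust prior, and RACGAP1 also without any 1 array of siRNA no. 1 and with probes detected at p under 0.05. KIF14 did not pass at 48 h in BE(2)-C cells with siRNA no. 2 (0.713 times, adjusted p = 0.0680), except with median scaling, in 1 fit of 18 arrays, with either replicate block and without either control array of 54 h. A difference between 54 h and 42 h in the effect of a siRNA passed limma's test for 0 of the 10 genes in any comparison, and for 0 adjusted over the list alone. At an unadjusted p under 0.05, it did for 3 genes with siRNA no. 1 and 1 in BE(2)-C cells with siRNA no. 2 and for 2 and 1 in IMR-32 cells. Between the cell lines, the effect averaged over both siRNAs differed for CENPA, which fell more in BE(2)-C cells, and for NASP. The cell lines lay closer with a second probe of CENPA, detected on 18 arrays of each. Its log2 fold changes were -1.25 and -0.52 in BE(2)-C cells and -1.01 and -0.39 in IMR-32 cells.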

**Figure 5:**
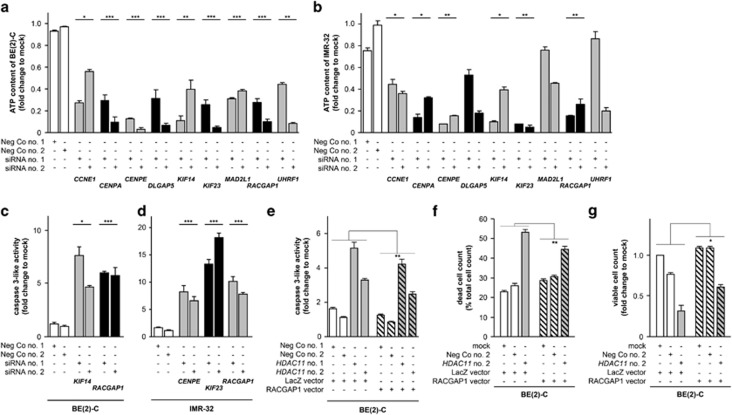
Enforced RACGAP1 expression partially rescues apoptosis triggered by HDAC11 depletion. (**a** and **b**) Intracellular ATP content of BE(2)-C (**a**) and IMR-32 cultures (**b**) 96 h after transfection with candidate gene-specific or negative control siRNAs (mean fold change over mock-transfected cells±S.D. is shown, *n*=3). (**c** and **d)** Caspase 3-like activity of BE(2)-C (**c**) and IMR-32 cultures (**d**) 72 h after transfection with candidate gene-specific or negative control siRNAs (mean fold changes over mock±S.D., *n*=3). (**e**–**g**) Caspase 3-like activity (**e**), dead cell count (**f**) and viable cell count (**g**) of BE(2)-C cells 72 h after transfection with *HDAC11*-specific or negative control siRNAs and 48 h after transfection of the RACGAP1 plasmid or respective *LacZ* control (mean fold changes over mock±S.D., *n*=3). *P<0.05; **P⩽0.01; ***P⩽0.001

**Table 1:** Correlation of mRNA expression of HDAC11-regulated genes with patient outcome in the 476 neuroblastoma cohort by Oberthuer *et al.*^30^

	**Overall survival/entire cohort**				**Event-free survival/entire cohort**			
**Gene**	**Cutoff**	***n* (high)**	***n* (low)**	***P*-value**^a^	**Cutoff**	***n* (high)**	***n* (low)**	***P*-value**^a^
*CCNE1*	4463.4	80	396	8.4 E^−22^	4416.3	82	394	1.7 E^−13^
*CENPA*	1239.5	136	340	5.0 E^−24^	1146.9	146	330	4.2 E^−^^22^
*CENPE*	2518.9	133	343	2.0 E^−22^	2258.1	155	321	1.7 E^−21^
*DLGAP5*	2443.4	142	334	6.8 E^−^^21^	2158.5	160	316	2.2 E^−19^
*KIF14*	293.0	169	307	1.3 E^−^^15^	293.0	169	307	5.2 E^−14^
*KIF23*	4447.3	93	383	8.3 E^−^^14^	4447.3	93	383	4.4 E^−12^
*MAD2L1*	6671.7	163	313	1.5 E^−22^	6671.7	163	313	1.0 E^−^^20^
*RACGAP1*	12864.4	63	413	2.0 E^−09^	12949.5	61	415	1.2 E^−^^11^
*UHRF1*	2461.8	151	325	2.1 E^−27^	2211.7	171	305	8.1 E^−^^20^
								
	**Overall survival/MYCN single-copy tumors**				**Event-free survival/MYCN single-copy tumors**			
**Gene**	**Cutoff**	***n*(high)**	***n*(low)**	***P*-value**^a^	**Cutoff**	***n*(high)**	***n*(low)**	***P*-value**^a^
*CCNE1*	4463.4	40	365	2.5 E^−^^07^	4815.1	28	377	1.4 E^−06^
*CENPA*	1671.9	51	354	9.3 E^−^^11^	1146.9	87	318	1.7 E^−13^
*CENPE*	2645.6	73	332	1.1 E^−^^11^	2258.1	97	308	8.0 E^−^^16^
*DLGAP5*	2158.5	104	301	7.9 E^−11^	2158.5	104	301	4.7 E^−^^13^
*KIF14*	617.3	23	382	4.2 E^−09^	293.0	118	287	3.4 E^−^^06^
*KIF23*	4447.3	58	347	3.4 E^−^^06^	2949.5	138	267	2.7 E^−^^07^
*MAD2L1*	6898.8	97	308	8.7 E^−^^14^	6696.5	100	305	9.5 E^−^^15^
*RACGAP1*	15662.4	17	388	1.4 E^−^^07^	12949.5	45	360	5.1 E^−08^
*UHRF1*	2461.8	92	313	1.7 E^−15^	2023.2	129	276	2.8 E^−14^

*P*-values were adjusted for multiple testing due to cut-point search according to Lausen^84^

a Higher gene expression was always associated with worse prognosis

# Supplementary material for: Neuroblastoma cells depend on HDAC11 for mitotic cell cycle progression and survival
**Source:** Cell Death Dis. 2017 Mar 2;8(3):e2635–. doi: 10.1038/cddis.2017.49
**Supplement:** Supplementary Information

**SUPPLEMENTARY INFORMATION**

**Neuroblastoma cells depend on HDAC11**

**for mitotic cell cycle progression and survival**

Theresa M. Thole, Marco Lodrini, Johannes Fabian, Jasmin Wünschel, Sebastian Pfeil,

Thomas Hielscher, Annette Kopp-Schneider, Ulrike Heinicke, Simone Fulda,

Olaf Witt, Angelika Eggert, Matthias Fischer and Hedwig E. Deubzer

**Table of Contents**

| **Supplementary Materials & Methods** | |  | **starting p.2** |
| --- | --- | --- | --- |
| **Supplementary Tables** | |  | **starting p.3** |
| **Supplementary Figure Legends** | |  | **starting p.6** |
| **Supplementary Figure S1** | **Related to Figures 1-2** | |  |
| **Supplementary Figure S2** | **Related to Figure 1** | |  |
| **Supplementary Figure S3** | **Related to Figure 1** | |  |
| **Supplementary Figure S4** | **Related to Figure 2** | |  |
| **Supplementary Figure S5** | **Related to Table 1** | |  |
| **Supplementary Figure S6** | **Related to Figure 5** | |  |
| **Supplementary References** | |  | **starting p.7** |

**Supplementary Materials and Methods**

**Characteristics of patients and tumor samples**

*CCNE1*, *CENPA*, *CENPE*, *DLGAP5*, *KIF14*, *KIF23*, *MAD2L1*, *RACGAP1* and *UHRF1* mRNA expression values were derived from existing whole-genome expression profiles of 476 primary neuroblastoma samples.^1^ Tumor samples were collected internationally between 1989 and 2007 and had at least 60% tumor cell count. A second independent dataset was derived from publicly accessible whole-genome expression profiles of 88 neuroblastomas^2^ via the R2 microarray analysis and visualization platform (<http://r2.amc.nl>). Probesets with the highest average signal for each gene were selected for analysis.

**Statistical analysis**

Kaplan-Meier curves relating *CCNE1*, *CENPA*, *CENPE*, *DLGAP5*, *KIF14*, *KIF23*, *MAD2L1*, *RACGAP1* and *UHRF1* expression to patient survival in the 476 neuroblastoma cohort^1^ were plotted using the Survival package for the R programming language. The optimal cut-off for overall and event-free survival analyses was chosen as the expression value where the log-rank statistic for the separation of both survival curves reached a maximum. This value was calculated using the Maxstat package for the R programming language. Reported *P* values were calculated using the *P* value approximation method according to Lausen.^3^ Kaplan-Meier analyses for the 88 neuroblastoma cohort^3^ were performed online in the R2 platform (<http://r2.amc.nl>), and the resulting survival curves and *P* values (log-rank test) were downloaded. A Pearson analysis^4^ was performed to test the correlation among the mRNA expression values of the nine selected genes in the 476 neuroblastoma cohort^1^. The regression model according to Goeman and colleagues^5^ was used to test whether high-level mRNA expression of these nine genes correlates with amplified (n=67) versus single copy *MYCN* status (n=77) in the 144 high-risk neuroblastomas of the Oberthuer cohort^1^ as defined by the International Neuroblastoma Risk Group (INRG) staging system^6^.

**Supplementary Table S1.** Small interfering RNAs used for transient RNA interference.

| **gene** | **siRNA abbreviation** | **target sequence (5’-3’)** | **company** | **ID#** |
| --- | --- | --- | --- | --- |
| *CCNE1* | no. 1  no. 2 | CAG GGT ATC AGT GGT GCG ACA  ACC GGG TTT ACC CAA ACT CAA | Qiagen  Qiagen | SI00024024  SI02625693 |
| *CENPA* | no. 1  no. 2 | CAC CGT TCC AAA GGC CTG AAA  CAG AGC CAT GAC TAG ATC CAA | Qiagen  Qiagen | SI04138491  SI04230177 |
| *CENPE* | no. 1  no. 2 | CAG GTT AAT CCT ACC ACA CAA  TAA GAT GGT CCT TGA GGA GAA | Qiagen  Qiagen | SI02653217  SI04434696 |
| *DLGAP5* | no. 1  no. 2 | AACGAGAGTGATGTTCGAGCA  TGGGTCGTTATAGACCTGATA | Qiagen  Qiagen | SI04438378  SI04438385 |
| *HDAC1* | no. 1  no. 2 | CAC CCG GAG GAA AGT CTG TTA  in exons 7 and 8 | Qiagen  Ambion | SI02663472  120418 |
| *HDAC2* | no. 1  no. 2 | ACG GTC AAT AAG ACC AGA TAA  CTG GGT TGT TTC AAT CTA ACA | Qiagen  Qiagen | SI00434952  SI00434959 |
| *HDAC3* | no. 1  no. 2 | GAC CAT GAC AAT GAC AAG GAA  CAC CCG CAT CGA GAA TCA GAA | Qiagen  Qiagen | SI00057337  SI03057901 |
| *HDAC8* | no. 1  no. 2 | in exons 1 and 2  in exon 5 | Ambion  Ambion | 120597  2120599 |
| *HDAC11* | no. 1  no. 2 | in exon 8  GCG AGA CTT CAT GGA CGA CAA | Ambion  Qiagen | 130749  SI03105186 |
| *KIF14* | no. 1  no. 2 | ATG GTT AAT CGT GCT CCA GAA  CAG ACA TGA TAT ATC AGA TAA | Qiagen  Qiagen | SI02780876  SI02781163 |
| *KIF23* | no. 1  no. 2 | CAG AAT AAA CTC TGG GTT AAA  AAG GCT GAA GAT TAT GAA GAA | Qiagen  Qiagen | SI00069349  SI02653483 |
| *MAD2L1* | no. 1  no. 2 | TCC GCC TTC GTT CAT TTA CTA  CTG AAA GTA ACT CAT AAT CTA | Qiagen  Qiagen | SI00036666  SI02653847 |
| *RACGAP1* | no. 1  no. 2 | CAG GTG GAT GTA GAG ATC AAA  AAG GAT TAG ACC AGA GGA TTT | Qiagen  Qiagen | SI00101178  SI04954873 |
| *UHRF1* | no. 1  no. 2 | CCA CGT GAA ATA CGA CGA CTA  CCG CTA CGA TGG CAT CTA CAA | Qiagen  Qiagen | SI03074680  SI03081337 |
| Neg Co | no. 1 |  | Qiagen | SI03650318 |
| Neg Co | no. 2 |  | Thermo Scientific | D-001220-01-20 |

**Supplementary Table S2.** Primers used in qRT-PCR.

| **gene** | **forward primer (5’-3’)** | **reverse primer (5’-3’)** | **Qiagen ID#** | **reference** |
| --- | --- | --- | --- | --- |
| *ACTB* | GCA TCC CCC AAA GTT CAC AA | AGG ACT GGG CCA TTC TCC TT |  | 7 |
| *CCNE1* |  |  | QT00041986 | - |
| *CENPA* |  |  | QT00001057 | - |
| *CENPE* |  |  | QT00013006 | - |
| *DLGAP5* |  |  | QT00013545 | - |
| *HDAC1* | TGA CGA GTC CTA TGA GGC CAT T | CCG CAC TAG GCT GGA ACA TC |  | 8 |
| *HDAC2* | TGT GAG ATT CCC AAT GAG TTG C | GGT AAC ATG CGC AAA TTT TCA A |  | 8 |
| *HDAC3* | CCT CAC TGA CCG GGT CAT G | ACC TGT GCC AGG GAA GAA GTA A |  | 8 |
| *HDAC8* | CCA AGA GGG CGA TGA  TGA TC | GTG GCT GGG CAG TCA  TAA CC |  | 8 |
| *HDAC11* | CAA TGG GCA TGA GCG AGA C | TGT GGC GGT TGT AGA CAT CC |  | 9 |
| *HPRT1* | TGA CAC TGG CAA AAC AAT GCA | GGT CCT TTT CAC CAG CAA GCT |  | 10 |
| *KIF14* |  |  | QT00001827 | - |
| *KIF23* |  |  | QT00048419 | - |
| *MAD2L1* |  |  | QT00094955 | - |
| *NASP* |  |  | QT00048832 | - |
| *RACGAP1* |  |  | QT00085953 | - |
| *SDHA* | TGG GAA CAA GAG GGC ATC TG | CCA CCA CTG CAT CAA ATT CAT G |  | 10 |
| *UHRF1* |  |  | QT00018256 | - |
| *18-S* rRNA | GAG GAT GAG GTG GAA CGT GT | TCT TCA GTC GCT CCA GGT CT |  | - |

**Supplementary Table S3.** Correlation of mRNA expression of HDAC11-regulated genes with patient outcome in the 88 neuroblastoma cohort by Molenaar and colleagues^2^.

|  | **Overall** **survival** | | | | **Event-free** **survival** | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Gene** | **Cut-off** | ***n* (high)** | ***n* (low)** | ***P*-value^*^** | **Cut-off** | ***n* (high)** | ***n* (low)** | ***P*-value^*^** |
| *CCNE1* | 79.7 | 19 | 69 | 6.7 E^-04^ | 79.7 | 19 | 69 | 0.041 |
| *CENPA* | 94.5 | 20 | 68 | 3.7 E^-4^ | 90.4 | 23 | 65 | 4.8 E^-06^ |
| *CENPE* | 77.1 | 60 | 28 | 5.1 E^-03^ | 77.1 | 60 | 28 | 6.6 E^-03^ |
| *DLGAP5* | 157.8 | 33 | 55 | 6.2 E^-05^ | 110.0 | 54 | 34 | 5.8 E^-05^ |
| *KIF14* | 229.2 | 33 | 55 | 4.8 E^-03^ | 177.5 | 49 | 39 | 2.3 E^-03^ |
| *KIF23* | 86.2 | 43 | 45 | 6.9 E^-04^ | 75.0 | 48 | 40 | 1.1 E^-04^ |
| *MAD2L1* | 609.1 | 49 | 39 | 7.8 E^-03^ | 609.1 | 49 | 39 | 0.019 |
| *RACGAP1* | 731.4 | 29 | 59 | 0.174 | 391.2 | 65 | 23 | 0.304 |
| *UHRF1* | 363.5 | 36 | 52 | 1.7 E^-05^ | 323.4 | 41 | 47 | 8.5 E^-04^ |

**^*^** Higher gene expression was always associated with worse prognosis. *P*-values were adjusted for multiple testing due to cut-point search using the Bonferroni method.

**SUPPLEMENTARY FIGRUE LEGENDS**

**Supplementary Figure S1.** Knockdown efficacy of siRNAs directed against *HDACs 1*, *2*, *3*, *8* and *11*. (**a-b**) *HDAC11* mRNA expression in BE(2)-C (**a**) and IMR-32 cells (**b**) following RNAi for 24-96 h (qRT-PCR; mean fold change to mock ± SD, n≥3). (**c-d**) MYC-tag HDAC11 protein expression (western blotting) in BE(2)-C (**c**) and IMR-32 cells (**d**) 72 h after MYC-tag HDAC11 plasmid and 48 h after siRNA transfection. (**e**-**h**) HDAC1, 2, 3 and 8 protein expression (western blotting) in BE(2)-C cells following RNAi for 54 h. β-actin served as loading control.

**Supplementary Figure S2.** HDAC11 depletion in *MYCN* single copy neuroblastoma cell lines causes minor effects. (**a**) *HDAC11* mRNA expression in SH-SY5Y and SK-N-AS cells following RNAi for 96 h (qRT-PCR; mean fold change to mock ± SD, n=3). (**b**) Intracellular adenosine triphosphate (ATP) content of SH-SY5Y and SK-N-AS cultures 96 h after transfection with *HDAC11*- or negative control siRNAs (mean fold change over mock transfected cells ± SD is shown, n=3). (**c**-**d**) Viable and dead SH-SY5Y and SK-N-AS cell count using a semi-automatic VI-CELL Cell Viability Analyzer 96 h after transfection with *HDAC11*- or negative control siRNAs. Mean fold change over viable mock transfected cells ± SD is shown in (**c**), n=3. Mean percentage of dead cells is shown in (**d**), n=3. ^*^*P*<0.05; ^***^*P*≤0.001.

**Supplementary Figure S3.** HDAC11 depletion causes a G2/M arrest in BE(2)-C cells. (**a**-**d**) BE(2)-C cells were transfected with a negative control siRNA or a siRNA directed against *HDAC11* for 24 – 96 h, stained with propidium iodide and analyzed for cell cycle distribution by flow cytometry. (**e**) Representative FACS histograms 48 h after HDAC11 depletion in BE(2)-C cells. ^***^*P*≤0.001.

**Supplementary Figure S4.** Representative FACS histograms. BE(2)-C and IMR-32 cells were transfected with negative control siRNA or two different siRNAs directed against *HDAC11* and stained at 72 h with Annexin V (**a**) or at 96 h with propidium iodide (**b**).

**Supplementary Figure S5.** Heatmap visualizing Pearson’s correlation coefficients among *CCNE1*, *CENPA*, *CENPE*, *DLGAP5*, *KIF14*, *KIF23*, *MAD2L1*, *RACGAP1* and *UHRF1* mRNA expression values in the 476 neuroblastoma tumor cohort^1^. No linear relationship between variables, r=0; perfect positive linear relationship between variables, r=1.

**Supplementary Figure S6.** RACGAP1 expression altered by RNAi and/or plasmid-mediated enforced expression. (**a**-**b**) RACGAP1 levels (western blotting) in BE(2)-C (**a**) and IMR-32 cells (**b**) 54 h after transient transfection of two different siRNAs directed against *HDAC11* or respective negative controls. (**c**) RACGAP1 levels (western blotting) in BE(2)-C cells 54 h after *HDAC11* siRNA transfection and 30 h after *RACGAP1* or *LacZ* plasmid transfection. β-actin served as loading control.

**SUPPLEMENTARY REFERENCES**

1. Oberthuer A, Hero B, Berthold F, Juraeva D, Faldum A, Kahlert Y*, et al.* Prognostic impact of gene expression-based classification for neuroblastoma. *J Clin Oncol* 2010; **28**: 3506-3515.

2. Molenaar JJ, Koster J, Zwijnenburg DA, van Sluis P, Valentijn LJ, van der Ploeg I*, et al.* Sequencing of neuroblastoma identifies chromothripsis and defects in neuritogenesis genes. *Nature* 2012; **483**: 589-593.

3. Lausen B, Schumacher M. Maximally selected rank statistics. *Biometrics* 1992; **48**: 85.

4. Gayen AK. The frequency distribution of the product-moment correlation coefficient in random samples of any size drawn from non-normal universes. *Biometrika* 1951; **38**: 219-247.

5. Goeman JJ, van de Geer SA, de Kort F, van Houwelingen HC. A global test for groups of genes: testing association with a clinical outcome. *Bioinformatics* 2004; **20**: 93-99.

6. Cohn SL, Pearson AD, London WB, Monclair T, Ambros PF, Brodeur GM*, et al.* The International Neuroblastoma Risk Group (INRG) classification system: an INRG Task Force report. *J Clin Oncol* 2009; **27:** 289-297.

7. Deubzer HE, Ehemann V, Westermann F, Heinrich R, Mechtersheimer G, Kulozik AE*, et al.* Histone deacetylase inhibitor Helminthosporium carbonum (HC)-toxin suppresses the malignant phenotype of neuroblastoma cells. *Inter J Cancer* 2008; **122**: 1891-1900.

8. Oehme I, Deubzer HE, Wegener D, Pickert D, Linke JP, Hero B*, et al.* Histone deacetylase 8 in neuroblastoma tumorigenesis. *Clin Cancer Res* 2009; **15**: 91-99.

9. Gao L, Cueto MA, Asselbergs F, Atadja P. Cloning and functional characterization of HDAC11, a novel member of the human histone deacetylase family. *J Biol Chem* 2002; **277**: 25748-25755.

10. Fischer M, Skowron M, Berthold F. Reliable transcript quantification by real-time reverse transcriptase-polymerase chain reaction in primary neuroblastoma using normalization to averaged expression levels of the control genes HPRT1 and SDHA. *J Mol Diagn* 2005; **7**: 89-96.

How the deposited data were processed for this re-analysis (not part of the article)

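RNA of BE(2)-C and IMR-32 neuroblastoma cells was measured on 36 HumanHT-12 arrays. The cells had been transfected with HDAC11 siRNA no. 1, HDAC11 siRNA no. 2 or the negative control siRNA at 25 nM and harvested after 42, 48 and 54 h, with 2 replicates per group and no pooling. The labels of the arrays give another Qiagen catalogue number for the negative control than the paper's Supplementary Table S1, and both were taken as the same siRNA. The RNA input for labelling is 250 ng in the paper's methods and 200 ng in the labels of the arrays. The authors extracted bead values individually, removed beads more than 2.5 MAD from the median and averaged the rest per probe. The deposited table of non-normalized values holds these averages as intensities on a linear scale, without background subtraction. Beside each intensity it holds a deposited p-value, the detection p of the probe on that array. The detection p was small for signals below as well as above the centre of an array's background, so that it is two-sided. The authors also deposited a series matrix of intensities, normalized between arrays on a linear scale, with array medians of 116 to 121. On the log2 scale, the values of the series matrix correlated with the non-normalized signals at r = 0.9991 or higher on each array. This says nothing about the scaling between arrays. Scanner software and its version are not given in the sources used here, nor is the test behind the detection p.

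The non-normalized table held 47323 probes, with 15 blank cells and 5 cells of 0. The 3 probes with such cells were left out, and 47320 were tested. The symbol and Entrez ID deposited for each probe named the genes. Of all probes, 30113 had 1 symbol, 8 had several and 17202 had none, and the 30112 named and tested probes stood for 20045 genes. Of the Entrez IDs, 30074 were found in the RefSeq annotation. Median signals per array were 104 to 135, against background centres of 95.3 to 122. The background centre was the median signal of probes with a detection p over 0.98. A probe counted as detected on an array when its detection p was under 0.01 and its signal lay above that centre, and 36.1% to 41.8% of the probes did per array. Each array correlated with its replicate at r = 0.985 to 0.996. Probes near the background carry little of the signal of their transcript, so that fold changes of dim genes are compressed.

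Intensities were quantile-normalized over all 36 arrays together and log2-transformed, without background correction and without a filter on probes. The paper's methods do not say which arrays were normalized together. Linear models were fitted with limma 3.58.1 in R 4.3.3, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Each fit took the 6 arrays of 1 siRNA and the 6 control arrays of the same cell line, with 1 coefficient per siRNA and time point and 6 residual degrees of freedom before moderation. The contrasts were siRNA minus control at each time point, their average, their moderated F statistic and the effect at 54 h minus that at 42 h. p-values were adjusted over all probes by the method of Benjamini and Hochberg, and the threshold was 0.05. A probe counted for a siRNA when it passed the threshold at 2 or more time points in 1 direction and at none in the other. A gene was regulated when 1 of its probes counted for both siRNAs in the same direction. The siRNAs were compared directly over the 12 arrays of both in each cell line, and the cell lines by an interaction over all 36 arrays. Overlaps were set beside the number that independent lists would share and tested with Fisher's exact test over genes with a detected probe.

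Genes were named by a rule. It takes each gene that the paper names and the array holds. It adds, per cell line and for both cell lines together, the 10 regulated genes with the largest rise and the 10 with the largest fall among those whose HDAC11 siRNA arrays all lay on 1 side of the control mean of their time point. It adds the 5 genes with the largest difference between the siRNAs in each direction and cell line, and up to 4 regulated members of each list (or, with none regulated, up to 2 with the largest change). Values are those of the probe with the largest minimal moderated F of both siRNAs, as in the paper's rule for genes with several transcripts. The genes the paper names, and the values its Figure 4 shows for the 10 cell cycle genes, had been seen when the rule was written.

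As no gene ontology annotation was used here, 26 lists of genes stood in for its terms. They were DNA replication machinery, G1/S cyclins, CDKs and E2F, G2/M phase genes, MYC and MYCN target genes, RNA interference machinery, S phase genes, adrenergic neuroblast identity, apoptosis genes, cholesterol synthesis, histone chaperones and DNA methylation maintenance, histone deacetylases and sirtuins, hypoxia and glycolysis, immediate early genes, interferon response, kinetochore and spindle checkpoint, and mesenchymal (S-type) markers. The others were mitotic entry and exit regulators, mitotic kinesins, spindle and cytokinesis, neuronal differentiation, p53 target genes, the genes the paper names, the 10 cell cycle genes of its Figure 4, protein transport, reference genes, small GTPases and their regulators, and the unfolded protein and amino acid stress response. The lists held 652 genes, of which 36 had no named probe. Each list was tested in 4 comparisons with camera at a preset correlation of 0.01, on the probe of each gene with the highest mean signal, and the 104 p-values were adjusted together. Camera with an estimated correlation and fry were run beside it. Lists of clustered histone genes and of small nuclear and nucleolar RNAs, and tests of the lists without the 10 cell cycle genes, were added after the values were seen. The comparisons, the lists, the naming rule and the alternatives below were set before the data were examined, except where the text says otherwise.

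The alternatives were quantile normalization per cell line, median scaling, normexp background correction from the detection p with an offset of 16, and the series matrix values. Only probes with a detection p under 0.01 or under 0.05 on at least 2 arrays of the cell line were kept in a pair of others. Further ones were 1 fit of 18 arrays, the replicate number as a block across or within time points, eBayes with an intensity trend and a robust prior, adjustment over the 3 time points together, an adjusted p under 0.01, all 3 time points, probes in place of genes, the other probe of a gene and the other set tests. Each array was left out in turn, and the arrays were regrouped within time points. The chip as a block was not run, and a search for matches to the siRNA seeds was not run because no 3' UTRs were used here. The paper's gene ontology analysis was not repeated. The regulated members of the list of small GTPases and their regulators are not reported.

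The counting of regulated genes was tested on simulated data with changes added to the arrays. Of probes changed by 0.5 on the log2 scale with both siRNAs, 17% were called in BE(2)-C and 34% in IMR-32 cells, and of those changed by 1, 93% and 100%. Of 46839 unchanged probes, 0 were called. In the F test, 84% and 70% of probes changed by 0.5 were called with siRNA no. 1 and no. 2 in BE(2)-C cells and 89% and 88% in IMR-32 cells. A list shifted by -0.3 was called in 4 of 4 comparisons, and of 72 tests of lists that were not shifted, 0 were called. The simulated errors were independent between probes, so that this does not show how often lists of correlated genes are called falsely. In the simulation, a change of 0.5 shared by both siRNAs was thus often missed by the count over time points. It left 46839 of 47320 probes unchanged. On the real arrays, siRNA no. 1 moved 1648 probes higher and 1664 lower at 2 or more time points in BE(2)-C cells. The adjustment of p-values is stricter where few probes change, so the shares called need not hold for the real arrays. A gene not called is not shown to be unchanged.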

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

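The tests of a different strength of 1 shared response, of an overlap of independent lists, of the HDAC11 signal at background and of gene lists between the siRNAs, and the lists of clustered histone genes and of small nuclear and nucleolar RNAs, were chosen only after the results were seen. MAPK6, a kinase, and SRPRB, of the receptor that brings proteins to the endoplasmic reticulum, were lower with siRNA no. 1 than with siRNA no. 2 in both cell lines. The log2 differences between the siRNAs were -2.20 and -2.30 in BE(2)-C cells and -1.63 and -1.69 in IMR-32 cells, and for these genes, as for those below, the difference itself passed limma's test. In BE(2)-C cells, JPT1, NPTN, a cell adhesion protein, and ITGB5, an integrin, were lower with siRNA no. 1 too, by differences of -2.03, -2.06 and -1.96. The histone genes H4C8 and H2AC6 (2.84 and 2.07), LCP1, which bundles actin (2.63), DCN, a proteoglycan (2.31), and ARRB1, a regulator of receptor signalling (2.12), were higher. In IMR-32 cells, CDKN1A (-2.43), GMNN (-1.47) and RNVU1-7, a small nuclear RNA (-1.43), were lower with siRNA no. 1, and H2BC5 (2.04), DCX (1.78), CNTN1, a neuronal adhesion protein (1.75), CHCHD10, a mitochondrial protein (1.75), and PPARGC1A, a coactivator of mitochondrial genes (1.72), were higher.

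Each siRNA gave its own response, shared by both cell lines. Between the siRNAs, 6312 genes differed in BE(2)-C cells, 3407 higher and 2988 lower with siRNA no. 1 (some through different probes in both directions), and 5978 differed in IMR-32 cells. A different strength of 1 shared response is excluded, since the averaged log2 fold changes of siRNA no. 1 in 1 cell line and siRNA no. 2 in the other correlated at most with r = 0.0484. Between-array normalization or background correction stays open as a part of it: the lowest correlation of 1 siRNA between the cell lines, 0.385 with normexp background correction, met neither the bound set for this explanation (under 0.2) nor the bound set against it (above 0.4). An effect of each siRNA on transcripts other than HDAC11 is a candidate explanation that was not tested, and no biological explanation was tested.

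Of the genes regulated by both siRNAs in both cell lines, 45 lie outside the 10 cell cycle genes of the paper, a signal in genes the paper does not discuss. The lists of the cell lines were not independent, as the lower genes were 64.4 times as many as independent lists would share over all genes tested, and 43.5 times over genes detected in both cell lines. The same siRNAs served both cell lines, and each gave its own response in both. This overlap alone therefore does not show a response common to both siRNAs. An effect of the negative control siRNA common to both comparisons cannot be told apart from a shared response to the HDAC11 siRNAs. Of these 53 genes, all detected, 69.8% differed between the siRNAs in BE(2)-C cells, past the bound of 50% set earlier against this explanation. Of all genes tested, undetected ones included, 31.5% differed, so that these shares have unlike bases. That bound was wrong: the own response of each siRNA makes genes differ whether or not an effect of the control is added to both. This was decided after the value was seen, and a response to HDAC11 depletion, the biological explanation of the design, stays open beside it, since the same control arrays served both comparisons.

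No fall of HDAC11 passed limma's test with either siRNA. A wrong siRNA or cell line on single arrays is excluded, as 0 of 36 correlated best with an array of another siRNA or cell line. A wrong time point could not be found in this way, as only 24 arrays correlated best with their own replicate. An exchange of whole groups was not tested on the arrays. In the paper's qRT-PCR, 9 of the 10 cell cycle genes were lower with HDAC11 depletion, as they were here, which bears on an exchange with the controls alone. These genes fell with both siRNAs here, so that an exchange of the siRNAs with each other would leave them lower too. The HDAC11 signal at background may account for the missing fall, as the probe was detected on 2 of 12 control arrays. Whether the transcript fell stays open on these arrays, while the paper reports lower HDAC11 mRNA by qRT-PCR after HDAC11 siRNA in both cell lines.

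The arrays were also regrouped at random within time points, the real grouping counted among the splits. As many regulated genes as in the real grouping were found in 1 of 100 splits in BE(2)-C cells (203, highest other 0) and in 1 of 100 in IMR-32 cells (151, highest other 0). This 1 split was the real grouping. For the F test, 1 of 27 splits reached the real count with siRNA no. 1 and no. 2 in BE(2)-C cells (4228, highest other 0, and 1977, highest other 268) and in IMR-32 cells (4094, highest other 1726, and 1946, highest other 852). For the difference between the siRNAs, 1 of 100 splits did in each cell line (6312, highest other 2550, and 5978, highest other 2856), and for the difference between the cell lines 1 of 100 (1676, highest other 872). In each case, only the real grouping reached the real count. Most other splits put arrays of different treatments in 1 group, which widens the spread within groups, so that low counts were likely beforehand. The splits tell nothing about chance differences between cultures, and for the F test they allow no smaller share than 1 of 27.

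A difference between the cell lines in the effect averaged over both siRNAs passed limma's test for 1676 genes, among them CENPA (-0.46) and NASP (-0.31), both lower in BE(2)-C cells. With a second probe of CENPA, the cell lines lay closer, at -1.25 and -0.52 in BE(2)-C cells and -1.01 and -0.39 in IMR-32 cells. A difference between the siRNAs passed the test for 9 of the 10 cell cycle genes in BE(2)-C cells and for 8 in IMR-32 cells. Genes of DNA replication (median difference -0.51 in BE(2)-C and -0.60 in IMR-32 cells), S phase (-0.53 and -0.69), the G2/M phase (-0.34 and -0.54), kinetochore and spindle checkpoint (-0.39 and -0.53), mitotic entry and exit (-0.30 and -0.42), mitotic kinesins, spindle and cytokinesis (-0.33 and -0.51), histone chaperones and DNA methylation maintenance (-0.25 and -0.38) and the MYC and MYCN targets (-0.28 and -0.26) were lower with siRNA no. 1 than with siRNA no. 2. Neuronal differentiation genes (0.22 and 0.39) were higher. In IMR-32 cells alone, the immediate early genes (-0.12), p53 target genes (-0.18), the genes the paper names (-0.074) and the 10 cell cycle genes of the paper (-0.39) also passed camera's test between the siRNAs. With an estimated correlation, 3 of these calls held, for mitotic entry and exit in BE(2)-C cells (adjusted p = 0.0395) and for MYC and MYCN targets (adjusted p = 0.0201) and p53 targets (adjusted p = 0.0444) in IMR-32 cells. Under median scaling, normexp background correction, quantile normalization per cell line and the series matrix values, each of the 25 calls between the siRNAs, the added lists included, kept its direction and passed the test.

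A signal in genes the paper does not discuss also came from the 68 clustered histone genes, which were higher in BE(2)-C cells with siRNA no. 1 (median 0.12, camera, adjusted p = 4.12e-10, 25 higher and 1 lower) and passed the test in no other comparison. The 318 small nuclear and nucleolar RNAs were lower there with siRNA no. 1 (median -0.034, adjusted p = 0.00607) and higher with siRNA no. 2 in both cell lines (median 0.10, adjusted p = 6.12e-15 in BE(2)-C cells and median 0.059, adjusted p = 9.78e-11 in IMR-32 cells). The call with siRNA no. 1 ended with an estimated correlation (adjusted p = 0.0950), and the others held. Between the siRNAs, the clustered histone genes differed in BE(2)-C cells (median 0.15) and the small RNAs in BE(2)-C (-0.12) and IMR-32 cells (-0.073, with adjusted p = 0.0597 at an estimated correlation). These directions were the same under the 4 other scalings. In BE(2)-C cells, 42 of the 68 histone genes and 207 of the 318 small RNAs had a detected probe. In IMR-32 cells, 47 and 187 had one, and the tests took undetected members too. How well the labelling captured these RNAs was not tested. In 18 tests of groups of 6 arrays on 3 measures, detected probes, background signal and the HDAC11 signal, 0 found an array far from the others. The correlation with the replicate was not among these measures. It was lowest for the negative control arrays of 54 h in BE(2)-C cells (r = 0.985, against 0.992 for the next lowest pair).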

How the results depend on the processing

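The lists without the 10 cell cycle genes were chosen only after the results were seen. The counts of regulated genes moved most with the setting, and the cause was not tested except where named. Median scaling gave 46 higher genes in BE(2)-C cells, 24 higher and 60 lower in IMR-32 cells, 10 and 22 in both cell lines, and 4 of the 10 cell cycle genes in IMR-32 cells and 2 in both. Of the 46 higher genes in BE(2)-C cells, 45 were among those of quantile normalization. Normexp background correction gave 10 higher and 21 lower genes in BE(2)-C cells, 10 and 10 in IMR-32 cells, 1 and 2 in both, and 2, 2 and 0 of the 10 genes. With it, the F test called 736 genes with siRNA no. 2 in BE(2)-C and 794 in IMR-32 cells, r between the cell lines was 0.509 and 0.385, r across siRNAs and cell lines was -0.00237 and 0.0143, and S phase genes in BE(2)-C cells with siRNA no. 2 were no longer called (median -0.070, adjusted p = 0.0735). By construction, the stricter rules called fewer genes. An adjusted p under 0.01 gave 38 and 47, 25 and 48, and 7 and 13 in both, with 5, 5 and 2 of the 10 genes. All 3 time points gave 46 and 48, 23 and 38, and 9 and 11, with 5, 4 and 2. Without dim probes (detection p under 0.01), fewer probes were tested, 88 genes were higher in IMR-32 cells, r between the cell lines was 0.675 and 0.621, and the S phase call ended (median -0.060, adjusted p = 0.0786). At a detection p under 0.05, r was 0.658 and 0.592. With an intensity trend and a robust prior, 85 genes were higher in IMR-32 cells.

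The S phase call in BE(2)-C cells also ended with the other probe of a gene (-0.038, adjusted p = 0.0874) and with an estimated correlation (-0.050, adjusted p = 0.166), as did that of small GTPases in IMR-32 cells with siRNA no. 2 (-0.053, adjusted p = 0.129). Without the 10 cell cycle genes, the S phase call ended too (-0.044, adjusted p = 0.241), and 15 of 16 comparisons of the lists at a claim kept their side of the threshold. Over its alternatives set before, the S phase call had an adjusted p of up to 0.166. With fry, protein transport (0.087, adjusted p = 0.00385) and small GTPases (-0.023, adjusted p = 0.00658) in BE(2)-C cells with siRNA no. 1 and small GTPases in IMR-32 cells (0.0020, adjusted p = 0.0383) were called. Fry tests a list against no change, camera against other genes. With the other probe, MYCN (0.0022, against -0.40) and ZMAT3 (0.12, against -1.34) changed sign in BE(2)-C cells with siRNA no. 1, and ZMAT3 in IMR-32 cells (0.0083, against -0.96), as another probe was read.

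With each array left out in turn, fewer samples were fitted, and the lone sample left in a group was assumed to vary like the other groups. Regulated genes ranged from 56 to 130 higher and 61 to 150 lower in BE(2)-C cells, from 34 to 55 and 57 to 96 in IMR-32 cells, and from 12 to 21 and 19 to 42 in both. Of the 10 genes, 5 to 9, 5 to 10 and 4 to 9 were regulated. F-test genes in BE(2)-C cells with siRNA no. 2 ranged from 1310, without siRNA no. 2 replicate 2 at 54 h, to 3020, without negative control replicate 2 at 54 h. The S phase median there ranged from -0.077 to -0.020. Histone chaperones in IMR-32 cells with siRNA no. 2 ranged from -0.073 to 0.012, with the sign reversed without negative control replicate 1 at 48 h. HDAC11 was called in none of these fits. Counts within 1.5 times the reported ones were 337 of 360.

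Counts stayed within 1.5 times the reported ones with quantile normalization per cell line, the series matrix, 1 fit of 18 arrays, adjustment over 3 time points, probes in place of genes and the replicate block across or within time points. Values of named genes kept their direction and their side of the threshold in 623 of 692 cases with normexp background correction (68 weaker), in 656 with median scaling (28 weaker), in 556 of 572 with the other probe and in 12169 of 12456 with arrays left out. Correlations of replicate differences between groups had medians of 0.0256 and 0.0137, with 5 and 3 of 36 pairs over 0.1 (highest 0.137 and 0.120). Most of these pairs join groups of different time points, so that a pairing of replicates within time points is not excluded. The chip as a block was not run. Signal over background limits dim genes such as HDAC11, whose fold changes are compressed.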

Differences from the paper's values

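No test of this part was chosen only after the result was seen. None of the 7 counts in the paper's text and none of the 40 fold values read by eye from Figure 4 differed from those found here by more than 1.5 times. The paper's counts of regulated genes are 120 higher and 139 lower genes in BE(2)-C cells and 57 and 110 in IMR-32 cells. At the paper's thresholds, 95 and 108 genes, or 116 and 141 probes, were found here in BE(2)-C cells, and 53 and 98 genes, or 61 and 119 probes, in IMR-32 cells. Of the values read from Figure 4, 38 of 40 lay within a ratio of 1.1, and the largest ratio was 1.38, for CCNE1 in BE(2)-C cells with siRNA no. 2. Under alternatives set before the data were examined, all 7 counts differed with normexp background correction, with an adjusted p under 0.01 and at all 3 time points, 5 with median scaling, 3 with an intensity trend and a robust prior, and 1 each with dim probes left out (detection p under 0.01) and in 1 fit of 18 arrays. The count of the 10 genes also differed with the other probe of a gene. No count differed with quantile normalization per cell line, the series matrix values, a detection p under 0.05, the replicate block across or within time points, adjustment over the 3 time points or probes in place of genes. Of the values read from Figure 4, 3 differed with normexp background correction and 0 with the other settings.

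The paper counts KIF23 and MAD2L1 among the genes regulated by both siRNAs in both cell lines. Here, both were regulated in IMR-32 cells, as were the 8 others in both cell lines, but not in BE(2)-C cells, where their averaged falls passed limma's test with each siRNA. With the replicate number as a block within time points, both were regulated in BE(2)-C cells. Without siRNA no. 1 replicate 1 at 48 h, KIF23 was, and without negative control replicate 1 or replicate 2 at 54 h, MAD2L1 was. No other alternative called either gene there.

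The paper names protein transport and small GTPase signalling among the gene ontology terms of the regulated genes. The lists here are not those terms, and that of protein transport covers only vesicle coats, the translocon and adaptors. NECAP1 and M6PR, regulated higher in both cell lines, lie outside it. Protein transport passed camera's test in none of the 4 comparisons, and 1 of its genes was regulated. At an unadjusted p under 0.05, it passed in 0 of the 4 as well. Small GTPases and their regulators were lower with siRNA no. 2 in both cell lines, in IMR-32 cells no longer past the threshold with an estimated correlation (adjusted p = 0.129), and passed camera's test in neither with siRNA no. 1.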

Other observations

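The lists without the 10 cell cycle genes were chosen only after the results were seen. NEFM and NEFL, proteins of neurofilaments, rose with both siRNAs in BE(2)-C cells and in IMR-32 cells with siRNA no. 1. NPY, a neuropeptide of sympathetic neurons, and DBH, which makes noradrenaline, rose with both siRNAs in BE(2)-C cells. STMN2, a microtubule protein of growing axons, rose in IMR-32 cells with siRNA no. 1 alone. NEFM had log2 fold changes of 1.34 (standard error 0.07, adjusted p = 7.73e-13) and 0.68 (standard error 0.07, adjusted p = 4.92e-07) in BE(2)-C cells, with 12 of 12 siRNA arrays above the control mean of their time point, and of 1.00 (adjusted p = 1.45e-14) and 0.09 (adjusted p = 0.498) in IMR-32 cells. NPY had 0.99 (adjusted p = 1.50e-10) and 0.77 (adjusted p = 6.50e-08) and DBH 0.63 (adjusted p = 4.55e-07) and 0.68 (adjusted p = 4.38e-06) in BE(2)-C cells. In IMR-32 cells, NPY fell with siRNA no. 1 by 0.30 (adjusted p = 2.34e-04), but NPY and DBH lay close to background there, so that their changes are not compared between the cell lines. STMN2 had 1.42 (adjusted p = 4.97e-18) and -0.07 (adjusted p = 0.665) in these cells. The difference between the cell lines was 0.47 for NEFM and -0.61 for STMN2, and passed limma's test for both.

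The oncogene MYCN fell in BE(2)-C cells with siRNA no. 1 by 0.40 (adjusted p = 5.73e-04) and rose with it in IMR-32 cells by 0.27 (adjusted p = 0.00273), but neither call was made with the other probe of MYCN, nor the second with normexp background correction. With siRNA no. 2, it did not pass the test in either cell line, except in BE(2)-C cells without negative control replicate 2 at 54 h (-0.27) and in IMR-32 cells without negative control replicate 2 at 42 h (0.22), with the other probe (0.18) and with an intensity trend and a robust prior. TP53INP1, a target of p53, fell with each siRNA in each cell line, with log2 fold changes of -0.33 (adjusted p = 0.00220) and -0.42 (adjusted p = 5.98e-04) in BE(2)-C cells and of -0.30 (adjusted p = 3.01e-04) and -0.42 (adjusted p = 1.19e-05) in IMR-32 cells. EGR1, an immediate early gene, rose with siRNA no. 2, by 0.88 in BE(2)-C cells (adjusted p = 3.21e-06) and by 0.55 in IMR-32 cells (adjusted p = 1.21e-06). With siRNA no. 1, it rose by 0.43 in BE(2)-C cells (adjusted p = 0.00944), a call that ended with normexp background correction, with an intensity trend and a robust prior and without any of 4 arrays, siRNA no. 1 replicate 1 of 42, 48 or 54 h and negative control replicate 2 of 48 h, and it did not pass in IMR-32 cells (adjusted p = 0.808).

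Of 17 histone chaperones and genes of DNA methylation maintenance, 13 and 6 were lower with siRNA no. 1 and no. 2 in BE(2)-C cells (medians -0.37 and -0.04, camera, adjusted p = 3.25e-06 and 0.00911) and 14 and 7 in IMR-32 cells (medians -0.41 and -0.03, adjusted p = 4.90e-12 and 0.00255), the last median 0.01 without negative control replicate 1 at 48 h. With an estimated correlation, 1 of these calls held, that of siRNA no. 1 in IMR-32 cells (adjusted p = 0.0445). Without the 10 cell cycle genes, the calls with siRNA no. 2 ended (adjusted p = 0.259 and 0.114), and none held with an estimated correlation. Of 23 neuronal differentiation genes, 14 were higher in BE(2)-C cells with siRNA no. 1 (median 0.36, adjusted p = 7.21e-08) and 16 in IMR-32 cells (median 0.38, adjusted p = 7.24e-11), and both calls held (adjusted p = 0.0408 each). With siRNA no. 2, the median was 0.12 in BE(2)-C cells (adjusted p = 0.0366, not called with an estimated correlation, median scaling or normexp background correction, without dim probes, or without siRNA no. 2 replicate 1 at any time point or negative control replicate 2 at 54 h) and -0.02 in IMR-32 cells (adjusted p = 0.620). The 20 adrenergic genes were higher with siRNA no. 1 in both cell lines (medians 0.08 and 0.11, adjusted p = 0.0257 and 0.0149) and in BE(2)-C cells with siRNA no. 2 (median 0.07, adjusted p = 3.30e-04), and this last call alone held with an estimated correlation (adjusted p = 0.0352). In IMR-32 cells with siRNA no. 2, their adjusted p was 0.483.

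The 26 MYC and MYCN target genes were lower with siRNA no. 1 (medians -0.19 in BE(2)-C and -0.13 in IMR-32 cells, adjusted p = 1.24e-04 and 0.00709) and higher in IMR-32 cells with siRNA no. 2 (median 0.12, adjusted p = 9.20e-06), with adjusted p = 0.134 in BE(2)-C cells (0.0319 without negative control replicate 1 at 54 h). With an estimated correlation, the first of these ended (adjusted p = 0.0697). The 26 p53 target genes were lower with siRNA no. 1 (median -0.10, adjusted p = 0.0130, and 0.0697 with an estimated correlation) and higher with siRNA no. 2 (median 0.08, adjusted p = 3.05e-04, and 0.0445) in IMR-32 cells, and were not called in BE(2)-C cells (adjusted p = 0.777 and 0.878). The 28 genes of G1/S cyclins, CDKs and E2F were lower in IMR-32 cells with siRNA no. 1 (median -0.05, adjusted p = 7.03e-04) and called in no other comparison (adjusted p = 0.160 to 0.685). The 14 immediate early genes were higher with siRNA no. 2 in both cell lines (medians 0.15 and 0.13, adjusted p = 0.00103 and 0.00255, neither held with an estimated correlation) and not with siRNA no. 1 (adjusted p = 0.274 and 0.483). The 10 reference genes were lower in IMR-32 cells with siRNA no. 1 (median -0.17, adjusted p = 0.0376), a call that ended with an estimated correlation (adjusted p = 0.112), without dim probes and without siRNA no. 1 replicate 2 at 42 or 48 h, and passed the test in no other comparison (adjusted p = 0.115 to 0.951).

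The 27 genes that the paper names, which include the 10 cell cycle genes, were lower in each comparison (medians -0.07, -0.17, -0.10 and -0.22, adjusted p = 5.76e-09 to 2.79e-04, all but siRNA no. 1 in IMR-32 cells held with an estimated correlation), and the 10 cell cycle genes had medians of -0.66, -0.71, -0.88 and -0.47 (adjusted p = 8.59e-20 to 3.01e-11). The paper chose the 10 genes on these samples, and without them the other 17 genes it names passed in no comparison (adjusted p = 0.361 to 0.981). Camera called no comparison for 17 genes of cholesterol synthesis (adjusted p = 0.0773 to 0.972), 21 of hypoxia and glycolysis (0.430 to 0.943), 26 of the interferon response (0.326 to 0.874), 26 mesenchymal markers (0.0644 to 0.777), 13 of the RNA interference machinery (0.137 to 0.525) and 24 of the unfolded protein and amino acid stress response (0.198 to 0.844). Cholesterol synthesis was called in IMR-32 cells with siRNA no. 1 under median scaling (-0.08) and without negative control replicate 2 at 54 h (-0.09), and in BE(2)-C cells with siRNA no. 2 without negative control replicate 1 at 54 h (0.13). Mesenchymal markers were called in IMR-32 cells with siRNA no. 2 without any of 4 arrays (medians -0.06 to -0.05), negative control replicate 2 at 42 h, replicate 1 at 48 h or replicate 1 at 54 h, or siRNA no. 2 replicate 1 at 48 h. Of 88 tests of lists other than S phase, G2/M, protein transport and small GTPases, 23 passed with fry and not with camera.

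At single time points, siRNA no. 1 moved more genes than siRNA no. 2. There were 1234 higher and 1203 lower genes at 42 h, 1339 and 1327 at 48 h, and 1726 and 1553 at 54 h in BE(2)-C cells with siRNA no. 1, and 225 and 356, 289 and 458, and 653 and 714 with siRNA no. 2. In IMR-32 cells, these counts were 1102 and 1071, 1431 and 1355, and 1452 and 1412 with siRNA no. 1, and 183 and 299, 296 and 423, and 543 and 792 with siRNA no. 2.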
